# Long-read sequencing-based analyses of the adult *Drosophila* brain transcriptome in physiological and pathological settings

**DOI:** 10.1186/s12864-025-12111-w

**Published:** 2025-10-14

**Authors:** Paulino Ramirez, Gabrielle Zuniga, Elizabeth Ochoa, Bess Frost

**Keywords:** Long-read sequencing, RNA, *Drosophila*, Transposable elements, RNA methylation, Polyadenylation, Tauopathy, Alzheimer’s disease

## Abstract

Optimal brain function requires that neurons carry out extensive post-transcriptional RNA processing to produce a vast diversity of transcripts. Accurate reconstruction and quantification of highly processed RNA using standard RNA sequencing approaches is challenging due to their short read lengths. Long-read direct RNA sequencing can resolve multiple variations within RNA isoforms by capturing full-length transcripts spanning multiple exon-exon junctions, repetitive regions (e.g. retrotransposons), and intronic structures. Here we produce an isoform-level map of N6-methyladenosine (m^6^A) RNA modifications using Oxford Nanopore Technologies (ONT) long-read sequencing of native RNA strands extracted from heads of *Drosophila melanogaster* aged to day 10 of adulthood. In addition to identifying 930 transcripts that are not present in the reference transcriptome, we find that almost half of the total detected isoforms have polyadenylated tails in excess of 104 nucleotides and that over 59% of transcripts possessed detectable m^6^A-modified bases. RNA modifications are present in RNA transcribed from transposable elements, which are important drivers of genetic diversity and relevant to human neurodegenerative diseases, including Alzheimer’s disease and related tauopathies. Applying nanopore direct RNA sequencing to a *Drosophila* model of tauopathy with known transposable element activation and various types of errors in RNA handling reveals exceptionally diverse RNA processing events in regions that are considered difficult to characterize with traditional short-read sequencing. Taken together, we have uncovered complex transcript structures in adult *Drosophila* head in a physiological setting and in the context of tauopathy, laying the groundwork for future studies to characterize the diverse tau transcriptome in brain tissue from patients with Alzheimer’s disease and related tauopathies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-12111-w.

## Introduction

Post-transcriptional regulation is fundamental to gene expression, the process by which DNA is transcribed to RNA to make protein. RNA can undergo a staggering number of post-transcriptional processing steps, each with profound effects on protein production. Most transcripts undergo 5’ capping by a 7-methylguanosine, splicing out of introns and splicing in/out of exons by the RNA itself or by the spliceosome, and polyadenylation, the addition of numerous adenine bases to the 3’ end of the transcript [1]. While the joining of different combinations of exons and introns, known as alternative splicing, generates the greatest diversity in the transcriptome [2], usage of alternative polyadenylation sites also significantly contributes to transcriptome diversity [3]. Transcripts from the same gene can be modified or edited at multiple sites in the 5’ or 3’ untranslated region (UTR), which can affect miRNA binding sites [4] and coding sequences, thus affecting protein production [5, 6].

Neurons are complex cells that have evolved heightened post-transcriptional processing to generate a large number of transcripts from a fixed number of genes. Compared to other cell types, neurons have the highest number of splicing [7, 8] and alternative polyadenylation events [9, 10], and the highest abundance of methylated RNA [11] and transposable element transcripts [12, 13]. The presence of aberrant RNA foci in brain of *Drosophila melanogaster* [14, 15] and human tauopathy [16, 17], a group of neurodegenerative diseases characterized by accumulation of abnormal tau, suggest a mechanistic link between aberrant post-transcriptional RNA processing and neurodegeneration. Efforts to identify error-containing RNA transcripts that may contribute to pathogenicity in neurodegenerative disease are challenging given the extremely dynamic transcriptome changes during neuronal remodeling and rewiring after loss of neurons.

While standard 50–150 bp sequencing methods used for transcript quantification can provide isoform-level expression data, identification of complex isoforms is hindered by shared exons and exon-exon junctions that produce multi-mapping ambiguous reads. Even the most advanced algorithms designed for 50–150 bp sequencing analyses are incapable of fully resolving and quantifying complex, repetitive and/or long RNA isoforms. Long-read sequencing has the potential to address many of these obstacles. This technology utilizes nanoscale protein pores to sense changes in ionic current as negatively-charged, single-stranded RNA transcripts translocate through the nanopore. Motor proteins unwind RNA–DNA duplexes and control the speed of translocation, allowing computational algorithms time to decode changes in the ionic current to a nucleotide sequence in real time [18]. ONT enables sequencing of full transcripts, thus negating the need to assemble smaller pieces of transcripts together using computational approaches. Information on base modifications can also be retained with ONT direct RNA sequencing, as transcripts are not PCR amplified or subject to reverse transcription into cDNA during library preparation. The flow of ionic currents through the protein biosensors that make up ONT nanopores [18] allow for the simultaneous detection of bases and base modifications at near single-nucleotide resolution. Modified RNA bases cause changes in the ionic current that are distinct from unmodified bases, resulting in a unique electrical signal that can be used to determine the presence and position of RNA modifications [18] within each unique transcript.

An additional advantage of long-read sequencing is the ability to better align sequences to complex repetitive regions of the genome [19–24]. Retrotransposons, for example, are abundant and highly repetitive DNA elements that utilize a copy and paste mechanism to mobilize from one location in the genome to another using reverse transcriptase and an RNA intermediate [25]. Retrotransposons are often excluded by standard RNA sequencing analyses due to their repetitive nature and the technical limitations associated with aligning reads of 50–150 bases. This issue is further exacerbated when considering intron retention, splicing events, and epigenetic modifications associated with retrotransposon transcript quantification [22].

Here we analyze RNA extracted from adult *Drosophila* heads, which is predominantly composed of neurons [26], using direct ONT long-read sequencing to identify transcript isoforms and post-transcriptional modifications that are not represented in the latest reference transcriptomes, as well as specific source loci of retrotransposon-derived RNA. As expected, we find that direct RNA long-read sequencing consistently predicts more known transcripts per gene and captures more transcripts containing multiple exons or retained introns than short-read sequencing. We produce an isoform-level transcriptome-wide m^6^A and polyA tail profiles in *Drosophila* heads. Applying nanopore direct RNA sequencing in a *Drosophila* model of tauopathy that expresses abundant transposable elements in the brain reveals the complex splicing, polyadenylation, and methylation profiles that result from pan-neuronal expression of pathogenic tau. Altogether, this dataset generated from a single long-read sequencing approach will be an accessible, easy to use resource for evaluating the epitranscriptome in the adult *Drosophila* head in a physiological setting and in the context of tauopathy.

## Methods

### *Drosophila* genetics

For *Drosophila melanogaster* experiments, an equal number of male and female flies were used. All crosses and aging were performed at 25°C with a 12 h light/dark cycle on standard Bloomington formulation food. The genotype of control flies was *elav-GAL4/* +. The *elav-GAL4* driver stock (Bloomington stock number 458) and *w*^*1118*^ background stock (Bloomington stock number 5905) were obtained from the Bloomington *Drosophila* Stock Center. Dr. Mel Feany kindly provided the UAS-tau^R406W^ flies [27]. Henceforth, R406W mutant tau (tau^R406W^) is referred to as “tau” for simplicity. We used the panneuronal *elav* promoter and the GAL4-*UAS* system to produce transgenic tau^R406W^ *Drosophila*.

### RNA isolation and sequencing

#### Nanopore long-read sequencing

Total RNA was extracted from 500 10-day-old adult *Drosophila* heads using TRIzol (Invitrogen, 15,596,026); RNA concentrations were measured on a Nanodrop 8000 spectrophotometer. Total RNA isolated from *Drosophila* heads was analyzed via RNA ScreenTape prior to ONT library generation; all samples achieved an RIN > 9.8. 75 μg of total RNA was enriched for full-length polyA RNA using the Dynabeads mRNA Purification kit (Invitrogen, 61,005); 500 ng polyA tailed RNA was used for library preparation using the Direct RNA Sequencing kit (SQK-RNA002) and protocol from ONT [28]. RNA quality of the Libraries was assessed using a Qubit 4 fluorometer (Invitrogen) prior to sequencing using the MinION Mk1C with R9.4 flow cells. Three biological replicates per genotype was generated.

#### Illumina short-read sequencing

Total isolated RNA was extracted as previously described [29] for six biologically independent replicates per Genotype. Briefly, 10 fly heads (five female and five male) per biological replicate were homogenized in radioimmunoprecipitation buffer (50 mM tris–HCL, 0.5% Nonidet-P40, 1.5 mM MgCl, 140 nM NaCl, and 1 mM dithiothreitol) with 1 μL (40 units/μL) of RNaseOUT (Invitrogen) and precleared with 40 μl of protein A Dynabeads (Invitrogen) for one hour at 4°C. After bead clearance, precleared lysate was split in two aliquots and diluted to a volume of 200 μl with cold binding buffer (0.0025% Triton X-100 in 1 × PBS). Precleared lysate (200 μl) was stored at − 80°C for RNA extraction via TRIzol. All RNA concentrations were measured by Qubit and RNA quality was assessed via High Sensitivity RNA ScreenTape on an Agilent TapeStation.

RNA Libraries from 0.7–1 μg of RNA were generated using the TruSeq Stranded mRNA Library Prep Kit and accompanying Index Set (Illumina Inc). Following quality control via High Sensitivity DNA ScreenTape (Agilent), pooled libraries were sequenced on the Illumina HiSeq3000 platform via 150 bp paired-end sequencing. Quality control and RNA sequencing was performed by the Genome Sequencing Facility at the Greehey Children's Cancer Research Institute at the University of Texas Health San Antonio.

### Basecalling and quality control of long reads

Basecalling was performed with Guppy (v5.1.12) [30]. Reads with a quality value of 9 or more were used for further analysis and aligned to the *Drosophila melanogaster* (FlyBase Dmel 6.43) genome or transcriptome with minimap2 [31] utilizing suggested parameters for nanopore direct RNA sequencing files. Sequencing metrics and alignment statistics were generated with SAMtools [32] and BamSlam [33]. Full length reads identified by BamSlam [33] are defined as reads with 95% or more coverage of a known transcript. Full reads were further defined as a read whose 5’ end aligns with a known transcription start site (TSS) and whose 3’ end aligns with a known polyadenylation site (PAS) from the same reference transcript, as defined by FlyBase (GTF Dmel 6.43) using the GenomicFeatures and GenomicAlignments [34] packages. Reads whose ends overlapped both sites for a single isoform within 200 bp were considered a high-quality full-length read. Quality control plots were generated from Nanoplot [35]. To determine if a more accurate model would result in significant changes in splicing, we recalled bases with Dorado (v0.9.6), using default parameters. Guppy-derived basecalls were utilized for all analyses unless stated otherwise.

### Genome-guided transcriptome assembly

The three control ONT long-read sequencing libraries were combined for genome-guided transcriptome assembly. Pooled sequencing files were aligned to the *Dmel* 6.43 genome using minimap2 [31] with disabled secondary mapping (-ax splice -uf -k14 -t 12 –secondary = no). StringTie (v2.2.1) [36] was used to generate a transcriptome-guided assembly of known/non-reference transcripts and transposable elements, which are not included in the FlyBase annotated transcriptome. To obtain a de novo transcriptome that includes transposable elements, we supplemented the *Dmel* 6.43 genome annotation with TEtranscripts-based *Drosophila melanogaster* transposable element annotation [37]. Isoforms were included in the final StringTie-assisted de novo transcriptome if they were supported by at least one read. This process was then repeated using the six sequencing libraries obtained from Illumina sequencing. For Illumina-based assembly, the reads were aligned with Bowtie2 [38] to the *Dmel* 6.43 genome. ONT and Illumina transcriptome assemblies were compared to the FlyBase annotated transcriptome using Structural and Quality Annotation of Novel Transcript Isoforms (SQANTI) [39] to identify non-reference isoform and intergenic transcripts. This process was then repeated for pooled tau samples. Correlation analysis for ONT vs. Illumina and pooled control vs. pooled tau were computed with a Pearson correlation analysis using the ggstatsplot [40] R package.

### Differential expression analysis in control vs. tau transgenic *Drosophila*

#### Reference-independent method

FLAIR (v1.5) [41] reference-guided transcriptome containing both previously-annotated and non-annotated transcripts, as well as transposable element isoforms lacking in the FlyBase annotation. Unlike typical de novo transcriptome assembly, FLAIR relies on genome annotations (*Dmel* 6.43 supplemented with TEtranscripts *Drosophila melanogaster* transposable element annotation [37]) rather than the transcriptome itself. This approach allows for identification of transposon-derived transcripts at the loci and family levels.

To obtain the highest quality transcriptome, all six library-specific transcriptomes were collapsed into a single transcriptome for further analysis, as suggested by the developers [41]. Isoforms supported by at least three reads (spanning 80% of the isoform) from any sequenced sample were included in the final transcriptome. The FLAIR de novo transcriptome underwent filtering with SQANTI3 [42] to remove false positive novel isoform transcripts that were Likely a result of 3’ sequencing bias or degraded transcripts due to sample freeze–thaw. The filtered final transcriptome was manually curated to ensure that previously annotated FlyBase-derived isoforms were not discarded as artifacts. The resulting reference-guided transcriptome was used for all splicing analyses. Isoforms were categorized using a combination of SQANTI [39] and FLAIR (premature termination codon (PTC))-derived annotations; abundance of each isoform was determined using the FLAIR quantify module.

Abundance of isoforms belonging to SQANTI structural categories were analyzed in control vs. tau transgenic *Drosophila*. FLAIR isoform counts were normalized using upper quantile normalization in edgeR [43]. Isoform fold-changes were determined by dividing the median expression isoform counts of tau transgenic *Drosophila* by controls. The distribution of isoform fold-change expression between isoform categories such as mono-exon, alternative transcription start site, alternative transcription termination site, novel combination of known reference, and intron retention isoforms were compared to the reference match isoform category via two sided Mann–Whitney U test. FLAIR identified PTC-containing isoforms were then compared to “normal,” errorless isoforms.

#### Reference-guided method

The NanoCount [44] pipeline was used to identify differentially expressed transcripts between control and tau transgenic *Drosophila* that are included in the FlyBase reference genome. Reads were aligned to the *Dmel* 6.43 transcriptome with minimap2 (-ax map-ont -p 0 -N 10). Isoform abundance counts were based on NanoCount (V1.0.0 default parameters); differential isoform expression was subsequently analyzed with DESeq2 [45].

### Analysis of polyA tail length

PolyA tail lengths of individual isoforms included in the FlyBase annotated transcriptome were quantified using nanopolish [46] (https://github.com/nanoporetech/pipeline-poly(A)-diff). PolyA tail lengths were further classified as short (< 64 nt), medium (> 64 and < 82 nt), or long (> 82 nt), based on their interquartile values of the distribution of median polyA tail length of control samples. Interquartile values were then calculated for tau samples. Isoforms with at least five polyA tail length measurements per sample were considered in differential polyA tail length analysis of control vs. tau transgenic *Drosophila*. Differential polyA tail lengths were identified by comparing median polyA tail length per isoform via a Mann–Whitney U test with multiple testing correction. Isoforms with a false discovery rate (FDR) of 0.05 or less were considered significantly different. PolyA tails for sample control three were quantified using tailfindr [47] (default settings) as a secondary method of analysis. Pearson’s correlation analysis was then performed to determine the congruence of nanopolish-derived vs. tailfindr-derived polyA tail length.

### Analysis of m^6^A modification

The m6Anet pipeline [48] was used identify consensus modification rates of nucleotides within transcripts (*Dmel* 6.43 reference isoforms or FlyBase consensus transposons) in individual and Pooled control and Pooled tau samples. Modification call sites with a minimum probability of 0.9 were considered for further analysis. Thresholds for “low, medium and high” were set by calculating the relative 25th and 75th percentiles of m^6^A modification. Values below the 25th percentile are classified as low, values from 25 to 75th percentile are classified as medium, and values greater than the 75th percentile are classified as high. Differential N6-methyladenosine (m^6^A) modifications of mRNA isoforms or transposable elements (FLAIR isoforms as identified above) in tau transgenic *Drosophila* compared to controls were analyzed using xPore (v2.1) [49] with recommended parameters. Calls with an absolute modification level change of at least 0.4 and an FDR of 0.05 or less were considered significant. xPore output was then filtered to retain only DRACH modifications. Hypermethylated and hypomethylated sites were defined as modification rates with a greater than or less than, respectively, the modification rate of the matching control site. Only sites with a modification call in each sample were used for analysis. m^6^A sites with an FDR less than 0.05 were considered significant. Meta-genomic transcripts were created using the R package GenomicPlots [50] with default parameters, using m^6^A motif bed files created from m6Anet. Genomics features were gathered from the R package TxDb.Dmelanogaster.UCSC.dm6.ensGene [51]. To compare our results to published data [52], we then plotted miCLIP-identified m^6^A sites of 3-day old *Drosophila* heads along the meta Gene and determined the overlap within 1,000 bp of the miCLIP sites and peaks with the m6Anet sites with the GenomicRanges R package [34]. Additionally, we determined the overlap of m6A-containing gene transcripts between m6Anet and genes identified in Sami et al.

A meta-copia RNA transcript was computationally generated based on an m6Anet analysis of pooled control fly data using m^6^A calls on full-length *copia* sequences from FlyBase and visualized as a segment graph. The x-axis of the graph represents each nucleotide of the *copia* transcript in its entire length (0 to 5,186 nucleotides). An m^6^A call was plotted on its respective nucleotide if detected on any full-length *copia* sequence. The functional *copia* gene body and Long Terminal Repeats (LTRs) were subsequently added by manually annotating the full-length *copia* sequence.

### Gene ontology analysis

Genes associated with post-transcriptional modifications (i.e. alternative splicing, polyA tailing, methylation) were selected for enrichment analysis to determine biologically significant differences between control and tau transgenic *Drosophila* in splicing, polyA tail length, and m^6^A site frequency. Gene ontology annotation was performed with ShinyGO [53] and the R package clusterProfiler [54]. Parent genes were used in place of isoforms, as isoforms do not currently have associated ontology terms and were used as a background gene list. Fisher’s exact test (FDR < 0.05) followed by the Benjamini–Hochberg procedure was used to determine significantly enriched terms. Gene ratio is defined as the number of query genes with the associated GO term divided by the total analyzed gene query.

The code for all steps used to create transcriptomes and figures is available at: 10.5281/zenodo.15603223.

## Results

### Direct long-read RNA sequencing of transcripts isolated from adult *Drosophila* heads

The relatively small (~ 180 Mb) *Drosophila* genome has been extensively studied and is one of the best annotated genomes to date [55–58]. Our selection of nanopore direct RNA sequencing was driven largely by the ability to obtain long reads and accompanying epitranscriptome data. To ensure the data generated by nanopore direct RNA sequencing was of high quality, we first gathered metrics on sequencing performance in control flies (Table 1). 

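The control libraries came from *elav-GAL4/* + heads, which carry the pan-neuronal driver without the tau transgene, and 3 pools of 500 heads were each made into a library. In direct RNA sequencing, native RNA molecules pass through a protein pore and the bases are called from the change in current, without reverse transcription into a sequenced copy and without PCR. The authors called bases with Guppy (v5.1.12), kept reads with a quality of at least 9, aligned them with minimap2 to the FlyBase transcriptome (release 6.43) with up to 10 secondary alignments, and estimated transcript abundance with NanoCount (v1.0.0). The deposited abundances are TPM values, and those of each library sum to 1000000. NanoCount splits a read that aligns to several isoforms between them, so between 47.9% and 50.7% of the values above 0 in a control library were whole multiples of the TPM of a single read. From the size of that step, 910700, 759740 and 573001 reads were assigned to isoforms in control replicates 1, 2 and 3. These are 72.8%, 75.0% and 74.2% of the 1251199, 1013093 and 771801 reads that the paper lists for the same libraries, and the TPM values rest on the assigned reads. At this depth, 3 reads are worth 3.29, 3.95 and 5.24 TPM, and isoforms below these values cannot be told from 0. These floors cover counting error only. Of the 30738 isoforms of 13970 genes in the table, 24044 to 25963 had a value above 0 in a control library.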

Sequencing was performed on polyA-enriched RNA extracted from heads of *Drosophila* at day 10 of adulthood to a depth of approximately one million reads (max of 1.25 million reads) per sample. The median read quality is similar among samples. The average length of aligned reads is 1,363 nt, similar to results from cDNA-derived reads of 1–2 kbp in non-size selected assays [59]. 91–92% of reads map to the *Dmel* reference genome; 33–43% of reads align completely to full-length reference transcripts present in the FlyBase reference transcriptome (90% or more match to isoform). When setting more stringent standards requiring a read cover both the TSS and PAS site of a single isoform, approximately 3% of reads are classified as full length.

**Table 1:** Nanopore direct RNA sequencing quality metrics of control flies

	**Control 1**	**Control 2**	**Control 3**
Total reads sequenced	1,251,199	1,013,093	771,801
Longest isoform sequenced (nt)	29,482	20,019	14,356
Median read quality	11.4	11.9	11.5
Read length (n50)	1,297 nt	1,439 nt	1,354 nt
Median fraction of reference transcript covered by each read	0.85	0.92	0.91
Percentage full-length reads	33.8	41.4	40.8
Mapping percentage to *Dmel* genome	91.5	92.0	91.2
TSS/PAS-verified full-length reads	2.94	3.29	3.17

We next analyzed polyA-enriched transcripts identified via Illumina 150 bp sequencing to compare the quality of the de novo transcriptome assemblies based on direct long-read sequencing. While Illumina sequencing produces drastically more reads than ONT (223 million vs. 3 million reads, respectively; Supplemental Table 1), transcript quantification is highly concordant between 150 bp sequencing and ONT (R = 0.73) (Supplemental Fig. 1A). Of note, there is little overlap (two transcripts) between non-reference transcripts detected via ONT vs. Illumina-derived assemblies. The length of transcript isoforms is on average 1,363 nt in the long read assembly (Supplemental Fig. 1B). In line with previous reports [60–62], the de novo transcriptome assembled via direct long-read RNA sequencing without reference genome annotation includes more isoforms than 150 bp Illumina sequencing (Supplemental Table 2).

**Fig. 1:**
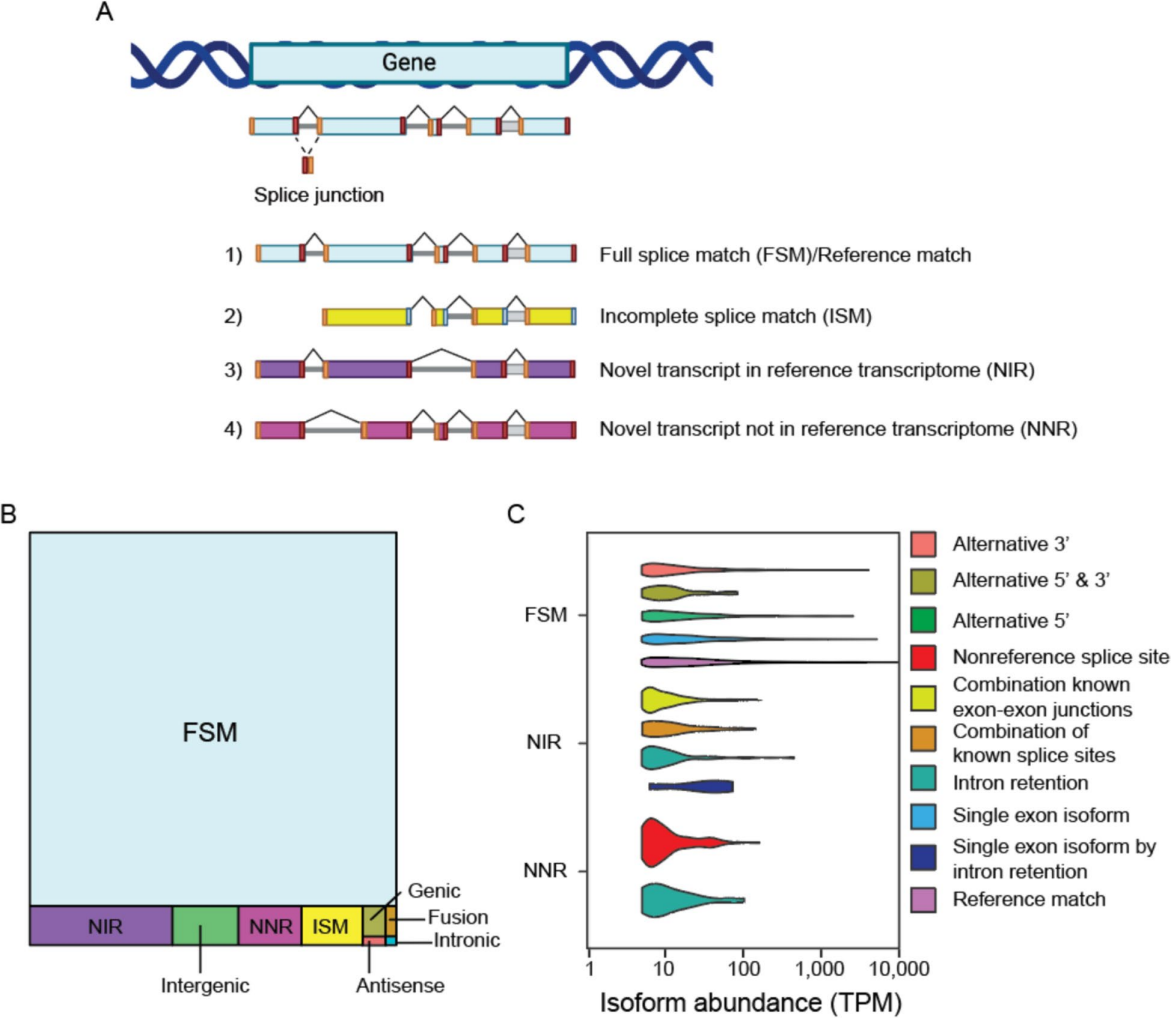
Classification of structural variants detected in the *Drosophila* head transcriptome. **A** Graphic of structural categories detected by SQANTI. **B** Treemap showing proportion of isoform categories in the *Drosophila* head transcriptome. **C** Isoform abundance (transcripts per million (TPM)) for structural categories and subcategories visualized via violin plot. All flies were aged to day 10 of adulthood

### Identification of non-reference splicing variants in *Drosophila* heads

We applied the SQANTI analysis pipeline for in-depth characterization of isoform splicing variants obtained from long-read sequencing of RNA isolated from *Drosophila* heads. SQANTI classifies transcripts into structural categories: 1) Transcripts with the same number and position of splice junctions as the reference transcript are classified as full splice match (FSM), 2) Transcripts matching a reference transcript at all internal splice junctions but missing one or more external exons (5’ or 3’ end exons) are classified as an incomplete splice match (ISM), 3) Novel transcripts using new combinations of previously annotated acceptor and donor splice sites are classified as a novel transcript in reference transcriptome (NIR), and 4) Novel transcripts using combinations of at least one unannotated acceptor or donor site are classified as novel transcripts not in reference transcriptome (NNR) (Fig. 1A). Other novel isoform categories include transcripts that are oriented antisense to an annotated gene, fusion transcripts composed of transcripts from two or more annotated genes, intergenic transcripts that lie outside annotated genes in the reference genome, genic transcripts overlapping with both introns and exons, and intronic transcripts that are contained within a reference intron (Supplemental Fig. 2).

**Fig. 2:**
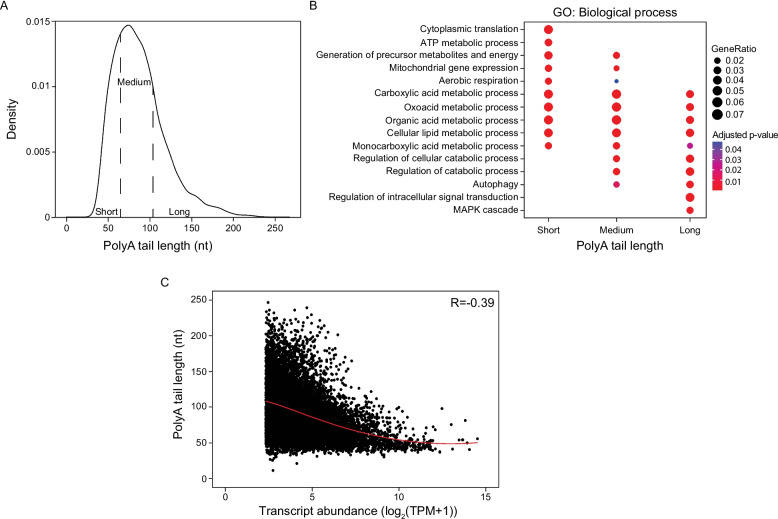
Long-read sequencing-based profiling of polyA tail length in the *Drosophila* head transcriptome.** A** Density plot of individual isoform polyA tail lengths categorized as short (< 64 nt), medium (64–82 nt) or long (> 82 nt).** B** Dotplot for most significantly enriched GO terms among short, medium and long polyA tails. **C** Scatterplot of transcript levels in relation to their corresponding polyA tail lengths, with a polynomial fitted line (red). All flies were aged to day 10 of adulthood. All graphs were made using a median polyA tail length of the control samples

Transcripts that fall into the FSM and ISM category account for 91.6% and 1.51%, respectively, of transcript types sequenced from *Drosophila* heads using nanopore direct RNA sequencing (Fig. 1B). FSM transcripts tend to be longer (Supplemental Fig. 3A) than their annotated length indicated in the FlyBase reference transcriptome, suggesting that long-read sequencing can more accurately capture FSM transcripts with large variation at the 3’ and 5’ ends. We find that transcript isoforms with alternative 3’ ends tend to be longer than their reference transcript (Supplemental Fig. 3A), suggesting that our long-read sequencing data may be biased toward the 3’ end of transcripts due to fragmentation and pore blocking, and that long transcripts (> 1,000 nt) are particularly at risk. Isoforms categorized as novel transcripts in reference transcriptome, novel transcripts not in reference transcriptome, intergenic, Genic, fusion, and antisense transcripts account for 3.7%, 1.57%, 1.59%, 0.46%, 0.22% and 0.1%, respectively, of the adult *Drosophila* head transcriptome (Supplemental Table 2). Novel antisense and intronic transcripts mapping to the reference transcriptome are negligible. Compared to 150 bp Illumina reads, long reads have greater power to detect NIR transcripts and filter out genic fragments that may result from RNA degradation vs. ambiguous mapping (Supplemental Fig. 3B).

**Fig. 3:**
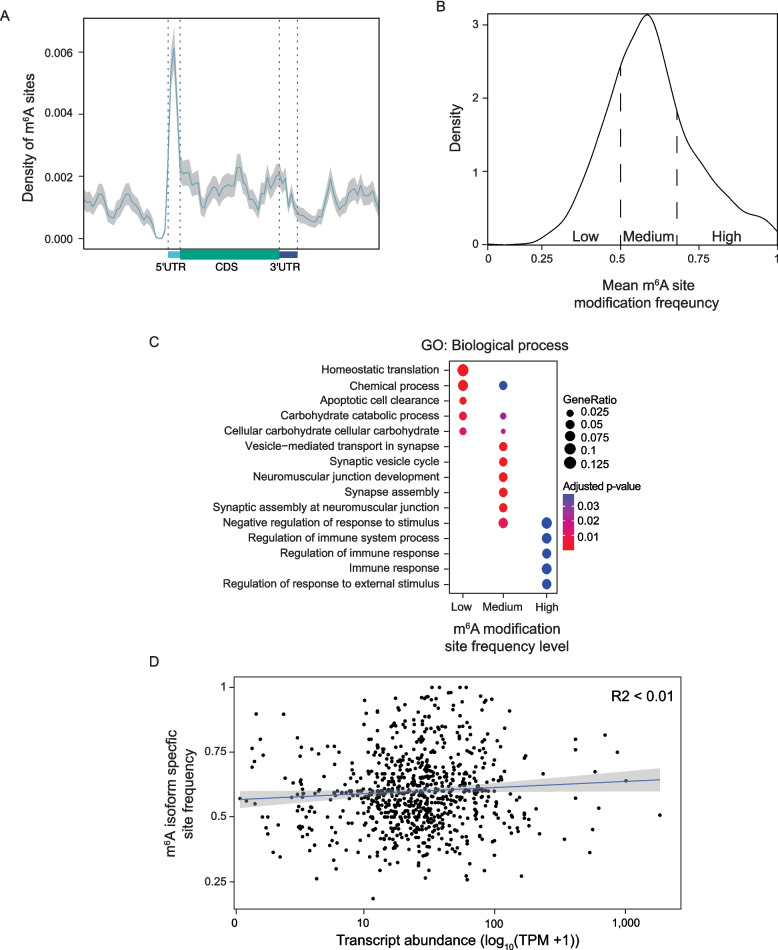
Isoform-level analysis of RNA methylation in the *Drosophila* head transcriptome.** A** Density plot of m^6^A site enrichment across a meta gene from the 5’ to 3’ end (spanning the 5’ UTR, coding sequence, and 3’ UTR) from the pooled control samples. The gray line indicates the 95% confidence interval. **B** Density plot of mean m^6^A modification frequency of detected sites in (**A**). High, medium, and low mean m^6^A modification frequency at specific sites defined by 0.17–0.5, 0.5–0.59, and 0.59–1 interquartiles. **C** Dotplot for most significantly enriched GO terms in isoforms with low, medium and high m^6^A site location frequency. **D** Scatterplot of transcript abundance vs. m^6^A isoform site frequency. The linear best fit is indicated by a blue line; the 95% confidence interval is indicated in gray. All flies were aged to day 10 of adulthood. All graphs were made using a pooled control sample set

SQANTI-based analysis of nanopore direct RNA sequencing allows the subclassification of non-reference isoform categories based on the type of splicing changes (Supplemental Fig. 2). We find that most NIR transcripts can be classified as novel combinations of known exon-exon junctions or splice sites, novel introns, and to a lesser extent, the genic subcategory (Fig. 1C). Intron retention is the most abundant alternative splicing event in the NIR category identified via direct long-read RNA sequencing (Fig. 1C), but not 150 bp RNA sequencing (Supplemental Fig. 3C). Consistent with previous studies [14], these data suggest that *Drosophila* neurons increase the diversity of transcripts largely through intron retention.

### Long-read sequencing-based polyA tail length profiling in the adult *Drosophila* head

We next sought to qualitatively and quantitatively characterize post-transcriptional RNA modifications at single base resolution in *Drosophila* heads. PolyA tailing is an RNA modification that involves the rapid addition of 70–250 adenosines, depending on the species [63], to the 3’ end of RNA prior to nuclear export. We confirm that nanopore direct RNA sequencing efficiently detects polyA tails of RNA isoforms up to the critical length of approximately 250 nt [64] (Fig. 2A). The median polyA tail length per isoform in *Drosophila* heads is 82.6 nt, consistent with a median polyA tail length of ~ 80–90 nt based on polyA tail length profiling in mouse visual cortex [65] and 3’ end capture of nanopore cDNA sequencing in mouse brain [66]. These data suggest that the length of polyA tails in the mouse central nervous system is conserved in the *Drosophila* brain.

In most eukaryotes, mRNA with long polyA tails are enriched for genes encoding transcription factors, hormone receptors and various other regulatory proteins, while transcripts with short polyA tails are enriched for essential genes associated with translation and nucleosome complexes [67]. Gene ontology analysis reveals that transcript isoforms with short polyA tails (< 64.45 nt) are enriched for translation and immune processes, while isoforms with long polyA tails (> 103.57 nts) are enriched for metabolic processes and mRNA and protein processing pathways in adult *Drosophila* heads (Fig. 2B). We find that transcripts with short median polyA tail lengths are more abundant in *Drosophila* heads (Fig. 2C), consistent with studies in yeast, *Caenorhabditis elegans*, *Drosophila* S2 cells, and mouse cell lines [67]. 

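Median polyA tail length was set against abundance for the 1992 transcript isoforms with both a control tail length in the portion of Supplemental File 5 used here, which holds 1999 isoforms, and a TPM value. Across these isoforms, tail length and log2(TPM + 1), with TPM averaged over the control libraries, had a Pearson r of -0.286 and a Spearman rho of -0.277. For both measures, p = 1e-05 in a two-sided permutation test with 100000 resamples, the smallest p that these resamples can give, and the Benjamini-Hochberg adjusted p over the 4 relations of this kind that were tested was 4e-05. Isoforms are not independent replicates, and tail length accounted for a share of 0.082 of the variance in log2 abundance (r squared). Among the 664 isoforms with the shortest tails, between 29.7 nt and 60.3 nt, the median abundance was 27.9 TPM. The 664 isoforms with tails between 60.3 nt and 87.3 nt had a median of 16.9 TPM, and the 664 with the longest tails, from 87.3 nt to 274 nt, had a median of 8.78 TPM. With each control replicate left out in turn, r stayed between -0.298 and -0.276. The largest shift came from leaving out isoforms with a mean under 5 TPM, which gave an r of -0.376. From this relation, the paper states that transcripts with short tails are the more abundant ones in *Drosophila* heads and sets it beside earlier work in other organisms and in cell lines.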

We compared polyA tail length estimates from nanopolish to those identified via tailfindr for secondary validation. A Pearson correlation coefficient of 0.99 indicates a high degree of concordance between the two methods (Supplemental Fig. 3D).

### Long-read sequencing-based analysis of m^6^A methylation in the adult *Drosophila* head

Having determined the distribution of isoform-specific polyA tail modifications from base-called nanopore direct RNA sequencing, we next evaluated m^6^A methylation, a highly abundant RNA modification in the brain [11], in full-length native RNA isoforms. m^6^A modification of a known m^6^A modification motif (5’-DRACH-3’) is detected in nanopore direct RNA sequencing data as a distinct shift in current intensity and dwell time through the nanopore [20, 68]. We find that m^6^A modification sites are variable across the transcript with enrichment towards the 5'UTR and transcription start site (Fig. 3A), consistent with m^6^A miCLIP analysis of *Drosophila* heads at day three of adulthood [52] (Supplemental Fig. 3E) and m^6^A RNA immunoprecipitation sequencing (m^6^A RIP-seq)-based analysis of the *Drosophila* larval brain [68] (Supplemental File 1). To verify the m^6^A sites predicted by m6Anet, we compared these results to those obtained using TandemMod, a recently developed detection method capable of identifying multiple types of RNA modifications in eukaryotes [69]. While there was no overlap at the level of individual m⁶A sites, 618 out of 684 transcripts were identified as m⁶A-modified by both tools, indicating a high degree of concordance at the transcript level (Supplemental File 2).

We next performed gene ontology analysis of transcripts based on their mean modification frequency (low: 0.17–0.5, medium: 0.5–0.59, high: 0.59–1.00) to gain insight into functional relationships of variable m^6^A levels across transcripts. The distribution of average m^6^A modification frequency of *Drosophila* transcripts is shifted towards a high level of modification, with a wide range of 0.68 to 1.00 and median frequency of 0.58 (Fig. 3B). Highly modified transcripts are significantly enriched for immune system processes, while transcripts with medium levels of modification are enriched for terms related to synaptic function (Fig. 3C). Transcripts with lower levels of m^6^A are enriched for cellular processes that maintain homeostasis. These analyses support evidence that m^6^A modifications increase functional diversity of transcripts beyond what is determined by the RNA sequence [70]. We fail to identify a correlation between transcript abundance and m^6^A modification rate (Fig. 3D) as reported by others [52, 71]. 

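The m6A modification ratios of the 807 sites that m6Anet calls in controls (Supplemental File 6) were averaged for each of 684 isoforms, all of which have a TPM value. Across these isoforms, which are not independent replicates, the mean modification ratio and log2 abundance had a Pearson r of 0.073 (permutation test, two-sided, p = 0.056, adjusted p = 0.069 over the 4 relations) and a Spearman rho of 0.085 (p = 0.027, adjusted p = 0.054). Neither adjusted p was 0.05 or less, and the squared r was 0.0053. The 229 isoforms with the lowest ratios, from 0.185 to 0.533, had a median abundance of 23.1 TPM, against 21.8 TPM for the 227 with ratios between 0.534 and 0.634 and 26.6 TPM for the 228 with ratios of 0.635 or more. Taking each site as a point gave an r of 0.087 (permutation test, p = 0.013), with the abundance of an isoform entered once for each of its sites. Averaging only the sites with at least 50 reads for each isoform gave an r of 0.003 (permutation test, p = 0.97).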

As m6Anet is reported to yield false positives and exhibit sequence context biases [72], we evaluated its performance by comparing m6Anet m⁶A site predictions to those identified in *Drosophila* heads via miCLIP of *METTL3* knockouts versus control [52]. Of the 711 genomic m⁶A sites identified by m6Anet, 271 (~ 38%) fall within 100 bp of METTL3-dependent m⁶A peaks and high-confidence predicted m⁶A sites (Supplemental File 3). These results suggest that, despite methodological differences, our analyses recapitulate a substantial subset of previously validated m^6^A modification sites.

### Long-read sequencing-based analysis of transposable element-encoded transcripts in the adult *Drosophila* head

While transposable elements compose a large fraction of the *Drosophila* genome, their repetitive nature limits the ability of Illumina-based sequencing approaches to identify the source locus from which a given retrotransposon transcript originates. To quantify expression levels from specific retrotransposon source loci, we initially focus on *copia*, a well-studied long-terminal repeat (LTR) retrotransposon in *Drosophila*. Transcript assemblies generated by nanopore direct RNA sequencing long reads, but not Illumina short reads, identify the correct spliced *copia* isoform responsible for production of gag, a protein that is central to viral-like capsid formation [73] (Fig. 4A). Given the improved mapping of long reads to the *copia* repetitive element, we expanded our search to identify source loci for additional elements. While many retrotransposon loci have low expression levels (TPM < 5), and therefore low confidence in whether the identified site is the true source site, others reach levels comparable to *Drosophila* housekeeping genes (actin (FBtr0303048) = 16 TPM) and eEF1α1 (FBgn0284245) = 800 TPM) (Fig. 4B, Supplemental File 4). We find that DNA, long-interspersed nuclear elements (LINE), rolling circle or Helitrons, LTR, and satellite-sequence derived transposons that are often found to be transcriptionally active are highly expressed in heads of tau transgenic *Drosophila*. Among these highly expressed transposable element families, the active LTR transposable elements predominate (Fig. 4C), largely due to the contributions of *copia* transcripts (Supplemental File 4). Transcripts of non-*copia* transposable elements are detected for *BEL-PAO* (*3S18{}853*), *Transpac* (*Transpac{}32*), and *DOC* (*Doc{}CHKov1*^*Doc1420*^) (Supplemental File 4). While m^6^A modifications are present across multiple transposable element subfamilies, m^6^A modifications are particularly enriched on *copia* transcripts, with stronger bias toward the 5' UTR (Fig. 4D, E).

**Fig. 4:**
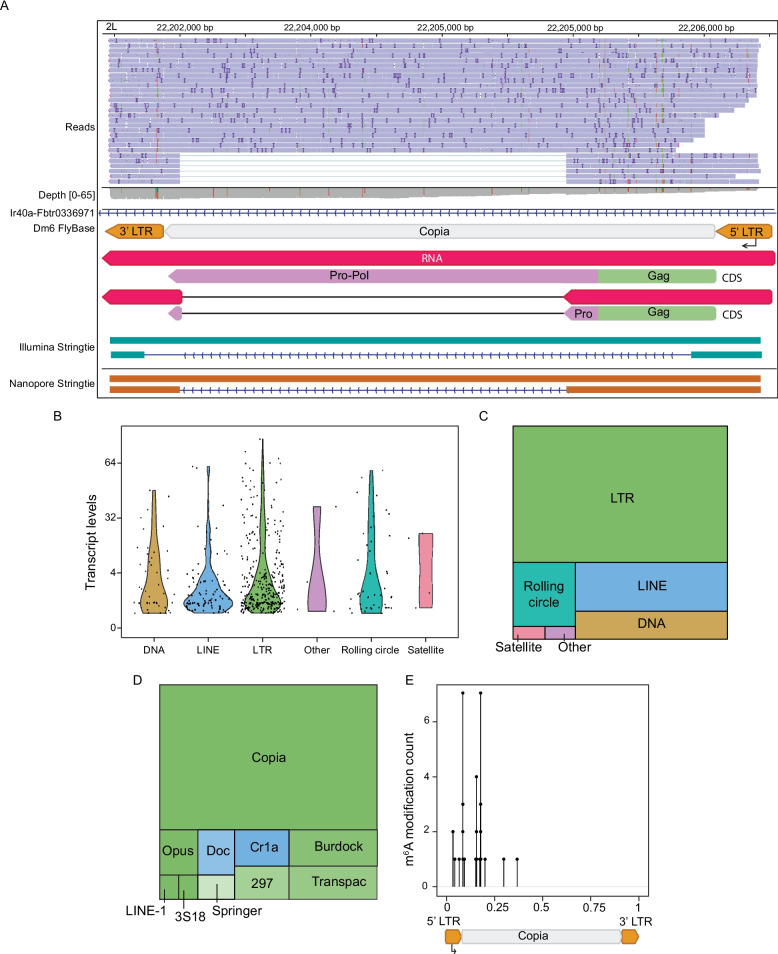
Locus-specific quantification of transposable element-encoded transcripts in the *Drosophila* reference genome.** A** Long- and short-read based analysis of a *copia* element on chromosome 2. IGV visual alignment of long reads to the *copia* element with marked insertions (purple lines), deletions (white space), and nucleotide differences to the reference genome. *Copia* DNA (gray, orange), *copia* RNA (pink), *copia* predicted coding sequence (purple and green), *copia* isoforms assembled from short reads (turquoise), *copia* isoforms assembled from long reads (dark orange), lines with arrows represent introns. **B** Violin plot of transposable element-derived transcripts grouped by family.** C** Treemap of the proportion of transposable elements detected grouped by family. **D** Treemap of m^6^A sites detected on transposable element-derived transcripts grouped by family. **E** Lollipop plot of m^6^A modifications of *copia* transcripts. Locations of m^6^A modifications are normalized to a consensus *copia* element. All flies were aged to day 10 of adulthood. All graphs were made using a pooled control sample set

### Nanopore direct RNA long-read sequencing-based analysis of a *Drosophila* model of tauopathy

We next used nanopore direct RNA sequencing to analyze differential transcript expression, polyA tail length, m^6^A modification, and transposable element expression/m^6^A modification in a well-described *Drosophila* model of tauopathy with documented deficits in RNA processing. *Drosophila* with pan-neuronal transgenic expression of human tau carrying frontotemporal dementia-associated R406W mutant tau [74] have extensive evidence of RNA mishandling, including increased intron retention [14], activation of transposable elements [75, 76], alterations in RNA export, and deficits in nonsense-mediated RNA decay [15]. This model features age-dependent neurodegeneration, with a moderate degree of neuronal death by day 10 of adulthood [74].

We enriched for full-length polyadenylated RNA transcripts from heads of *Drosophila* aged to 10 days and sequenced using direct nanopore sequencing (Table 1, Supplemental Table 3). We first identified RNA isoforms in the FlyBase reference transcriptome that are differentially expressed between control (*elav-GAL4/* +) and tau transgenic *Drosophila (elav-GAL4/* + *; UAS-tau*^*R406W*^*/* +*)*. 

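Each tau transgenic library was also made from 500 heads, and the authors processed it as the control libraries. The transgene encodes human tau with the R406W substitution and is driven in neurons by *elav-GAL4*. Reads assigned to isoforms numbered 684408, 1329914 and 1024721 in tau replicates 1, 2 and 3, with a median of 1024721 against 759740 in controls, so that the shallowest and the deepest tau libraries differ more than the genotypes do. The paper lists 966820, 1790617 and 1379790 sequenced reads for them, of which 70.8%, 74.3% and 74.3% were assigned. In these libraries, 3 reads are worth 4.38, 2.26 and 2.93 TPM. The 20 most abundant isoforms held between 16.3% and 19.1% of TPM in all 6 libraries. The authors tested differential expression with DESeq2 and deposited its results beside the TPM values. TPM values are not counts, so the test used here was limma with an abundance-dependent variance (lmFit and eBayes with trend) on log2(TPM + 1), for the 12800 isoforms with a mean of at least 5 TPM, with Benjamini-Hochberg adjustment and a threshold of 0.05 for the adjusted p. Adding 1 TPM before taking logs makes the change of low isoforms look smaller than it is. For genes, TPM was summed over isoforms first, which left 8963 genes to test. The 6 TPM values of 2337 tested isoforms (18.3%) were identical to those of another isoform, in 1060 groups, so their reads could not be told apart. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1. Replicates with the same number are different animals, and no pairing entered the test.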

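In a principal component analysis of log2(TPM + 1), centred for each of the isoforms with a mean of at least 5 TPM, the first component held 27.8% of the variance. On it, tau replicate 1 had a score of 63.5 and the other libraries of both genotypes lay between -22.3 and -2.35. Genotype accounted for 27.4% of the variance of the scores on the first component (exact permutation test over 10 splits, p = 0.3) and for 43.4% on the second (p = 0.2), which held 25.5% of the variance and on which control replicate 3 stood apart with a score of 57.3. In the plane of both components, a straight line parted the genotypes, as it could for 3 of the 10 splits. The filter on low isoforms moved this result most. With a mean of at least 20 TPM, 5350 isoforms entered and the first component held 32.1% of the variance. Its scores then parted the genotypes, from -16.7 to -10.5 in controls and from 8.04 to 18.8 in tau transgenic *Drosophila*, and genotype accounted for 93.5% of their variance (exact permutation test, p = 0.1, the smallest that the design allows).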

Principal component analysis indicates that samples group by genotype (Supplemental Fig. 4A). To account for potential differences due to sequencing depth and other variables, we performed a Pearson correlation of TPM values of all FlyBase reference transcript TPM values. Samples show high correlation (0.95–0.99), indicating high replicability of sample libraries (Supplemental Fig. 4B). 

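Over all 30738 listed isoforms, Pearson r of TPM between libraries ranged from 0.954 to 0.989 across the 15 pairs. The pairs of control libraries had a mean r of 0.981 (0.977 to 0.989), the pairs of tau libraries a mean of 0.976 (0.967 to 0.988), and the 9 pairs with a library of each genotype a mean of 0.972 (0.954 to 0.988). The mean r within genotypes exceeded that between genotypes by 0.0065, and 4 of the 10 possible splits of the libraries gave a difference as large (exact permutation test, p = 0.4). Because untransformed TPM gives most weight to abundant isoforms, r was also computed on log2(TPM + 1), where it ranged from 0.916 to 0.952. On this scale the mean r was 0.924 within controls, 0.937 within tau and 0.929 between genotypes, so control pairs no longer exceeded mixed pairs. The mean within genotypes exceeded that between genotypes by 0.0022, and 2 of the 10 splits gave a difference as large (exact permutation test, p = 0.2). Spearman rho ranged from 0.865 to 0.918.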

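With limma on log2(TPM + 1), 97 of the tested isoforms differed between tau transgenic *Drosophila* and controls at an adjusted p of 0.05 or less, 63 higher and 34 lower in tau, and 1051 isoforms had an unadjusted p under 0.05. The 97 isoforms belong to 85 genes. In each of them, all 3 tau values lay on the same side of all 3 control values, which was the case for 13.4% of all tested isoforms against 10% by chance. Apart from 2 isoforms with all control values at or under the floor of 3 reads, changes ranged from -3.11 to 3.30 on the log2(TPM + 1) scale, and the smallest in size was 0.53. Among the isoforms with the largest increases, IM18-RB (chromosome 2R, 23600914 to 23601199) rose from 44.7 ± 10.1 TPM (SD, n = 3) to 224 ± 70.6 TPM (SD, n = 3), a log2 fold change of 2.28 (standard error 0.236, adjusted p = 0.00152 in limma). The 2 isoforms at or under the floor in controls, CG32750-RA and Cyp12d1-d-RA, were at least 5.29-fold and 3.58-fold higher in tau (adjusted p = 0.00851 and 0.0235 in limma). CG43680-RA had the largest decrease, from 35.6 ± 12.1 TPM to 3.44 ± 2.23 TPM (SD, n = 3 each), a log2 fold change of -3.11 (adjusted p = 0.00892 in limma). The next largest decreases, apart from an isoform of *enolase*, were those of lectin-37Da-RB (-2.31), Cyp6a23-RA (-2.31) and CG33460-RA (-2.09). Beside the fall of Cyp6a23-RA, the neighbouring gene *Cyp6a17* rose, and the summed TPM of both genes changed by -0.15 on the log2 scale. In the authors' deposited table, 136 isoforms have an adjusted p of 0.05 or less, 88 higher and 48 lower in tau, and all 136 changed in the same direction here, 74 of them past the threshold. The authors' deposited table gives an adjusted p for 2046 isoforms, those with a mean normalized count of at least 48.1, and the remaining 23 isoforms past the threshold here have none in it. The filter on low isoforms moved the number most: without it, 0 of 28413 isoforms passed the threshold and 1744 had an unadjusted p under 0.05.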

We detect 137 differentially expressed isoforms (adjusted p-value of 0.05 or less) from 119 genes (Fig. 5A), indicating that some genes encode multiple isoforms that are differentially expressed in the tau model. Among genes with multiple differentially expressed isoforms, most isoforms change in the same direction for a given gene. 

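With limma, 12 genes had 2 or more isoforms past the threshold, and in 11 of them the isoforms changed in the same direction. Both isoforms were higher in tau for *AttB*, *CG17325*, *CG31778*, *CG42305*, *Hsp22*, *IM18*, *Mthfs* and *RpL15*, and both were lower for *CG34212*, *CG8654* and *whe*. *RpS21* was the exception. The isoforms of *CG34212* and of *CG8654* had the same TPM in every library, so their direction is a single measurement for each gene. Values were also shared between genes, by CG17325-RC and CG42305-RC, by IM18-RA and CG10332-RA, and by Hsp22-RA and CG4456-RB. With isoforms of equal values counted once, a choice made after seeing the data, *CG34212*, *CG8654*, *CG42305*, *IM18* and *Hsp22* no longer counted, *CG15784* was added, and 7 of 8 genes had isoforms in the same direction. In the authors' deposited table, 17 genes have 2 or more isoforms with an adjusted p of 0.05 or less, and for 16 of them the direction is shared. From the number of isoforms against the number of genes, the paper concludes that some genes encode several isoforms that are differentially expressed in the tau model.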

The *ribosomal protein S21* (*RpS21*) gene, which encodes a translation initiation factor upregulated in cancer [77], generates transcripts that are alternatively spliced into two isoforms, one of which is increased in tau transgenic *Drosophila* compared to controls, and another that is decreased in tau transgenic *Drosophila* (Supplemental Fig. 4C). 

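*RpS21* lies on the plus strand of chromosome 2L from 2856070 to 2857029 (Ensembl release 115 annotation of the Release 6 assembly). RpS21-RE (FBtr0273293) rose from 326 ± 48.8 TPM (SD, n = 3) in controls to 537 ± 54.3 TPM (SD, n = 3) in tau transgenic *Drosophila*, a log2 fold change of 0.72 (standard error 0.137, adjusted p = 0.0394 in limma). RpS21-RA (FBtr0077621) fell from 2005 ± 122 TPM to 1369 ± 79.2 TPM (SD, n = 3 each), a log2 fold change of -0.55 (standard error 0.0862, adjusted p = 0.0163 in limma). For both isoforms the libraries of the genotypes did not overlap (exact permutation test, p = 0.1). RpS21-RE starts upstream of RpS21-RA, at 2856070 in place of 2856111, and its exon from 2856377 to 2856705 keeps the sequence that RpS21-RA removes as an intron between 2856568 and 2856631. This moves the end of the coding sequence from 2856637 to 2856569. RpS21-RF, with a longer 3’ UTR, went from 31.3 ± 2.14 TPM to 44.7 ± 5.13 TPM (SD, n = 3 each), a log2 fold change of 0.50 that did not pass the threshold (adjusted p = 0.507 in limma). At the gene level, the log2 fold change was -0.27 (adjusted p = 0.327 in limma). With a replicate left out, the change of RpS21-RE stayed between 0.595 and 0.804 and passed the threshold in 1 of 6 fits, and that of RpS21-RA stayed between -0.60 and -0.51 and passed in 3 of 6.

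**Figure D1:**
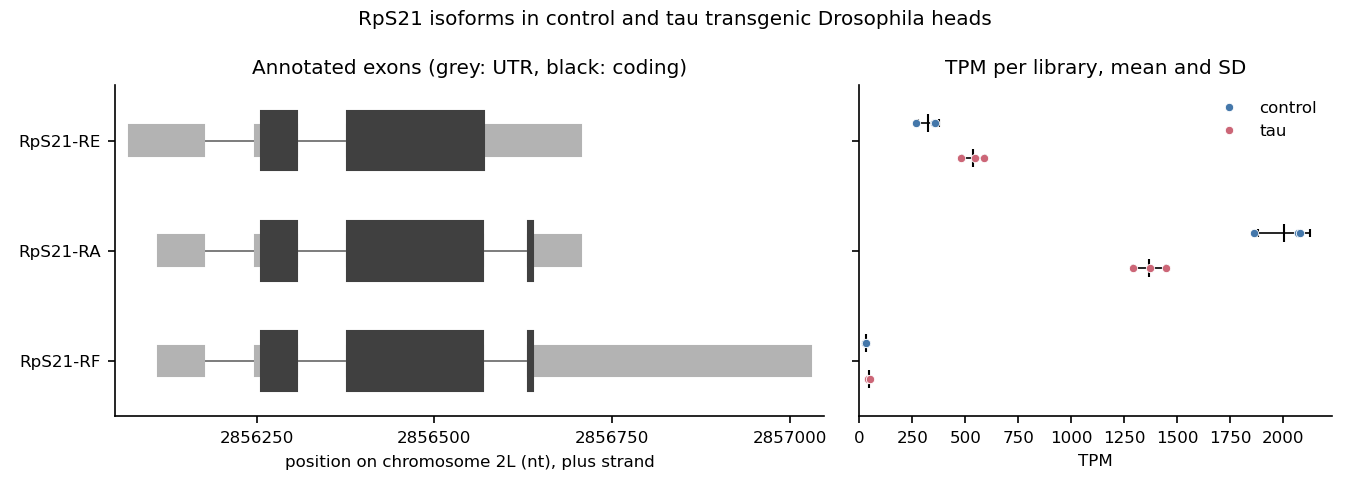
Annotated exons of the *RpS21* isoforms with a mean of at least 5 TPM, by position on chromosome 2L in nt (left; tall black boxes are coding sequence, low grey boxes UTRs, lines introns), and their abundance in TPM (right). Points are libraries (blue, control; red, tau), and black marks are means with SD (n = 3). RpS21-RE lies at 326 TPM in controls and 537 TPM in tau on average, and RpS21-RA at 2005 TPM and 1369 TPM.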

While *enolase*, a neuron-specific enzyme that increases in patients with poor neurological outcomes [78], is not differentially expressed at the gene level, we find that a specific isoform of *enolase* is depleted by approximately three-fold in tau transgenic *Drosophila* compared to controls (Supplemental Fig. 4D**, **Supplemental File 4). 

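The *enolase* gene (*Eno*) lies on the minus strand of chromosome 2L from 1724768 to 1729636. Summed over its 6 isoforms, its abundance was 913 ± 48.5 TPM (SD, n = 3) in controls and 873 ± 44.3 TPM (SD, n = 3) in tau transgenic *Drosophila*, a log2 fold change of -0.06 (standard error 0.0996, adjusted p = 0.959 in limma). The isoform Eno-RF (FBtr0302115, 2561 nt, 1725060 to 1727717) was at 170, 184 and 144 TPM in the control libraries and at 19.6, 32.2 and 19.3 TPM in the tau libraries. Its mean fell from 166 ± 20.1 TPM to 23.7 ± 7.36 TPM (SD, n = 3 each), a log2 fold change of -2.79 (standard error 0.224, adjusted p = 0.000342 in limma), with no overlap between the genotypes (exact permutation test, p = 0.1). This is a 6.91-fold decrease on the log2(TPM + 1) scale. Leaving out each replicate in turn gave changes between -3.02 and -2.67, with adjusted p between 0.000259 and 0.0044. The authors' deposited table gives a log2 fold change of -2.74 for this isoform (standard error 0.295, adjusted p = 8.93e-18). Eno-RF shares its start with Eno-RA, but its first exon runs from 1726753 to 1727717 and keeps as 5’ UTR most of the intron that follows the first exon of Eno-RA (1727646 to 1727717). The annotated 3’ ends differ too, at 1725060 in Eno-RF and 1724974 in Eno-RA. Which of these differences goes with the fall was not tested. The coding sequence of Eno-RF and Eno-RA is the same, from 1725344 to 1726642. Eno-RF made up 18.1% ± 1.53 of *enolase* TPM in controls and 2.7% ± 0.75 in tau (SD, n = 3 each). The other isoforms together went from 747 ± 33.8 TPM to 849 ± 40.1 TPM (SD, n = 3 each; exact permutation test, p = 0.1), an increase of 102 TPM against the decrease of 142 TPM in Eno-RF. Of these, Eno-RE changed most, with a log2 fold change of 0.44 (adjusted p = 0.253 in limma). Eno-RA, Eno-RB, Eno-RC and Eno-RD changed by 0.03, 0.08, 0.17 and 0.09. In the control libraries, Eno-RB and Eno-RC had identical values, so these isoforms were not resolved from each other.

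**Figure D2:**
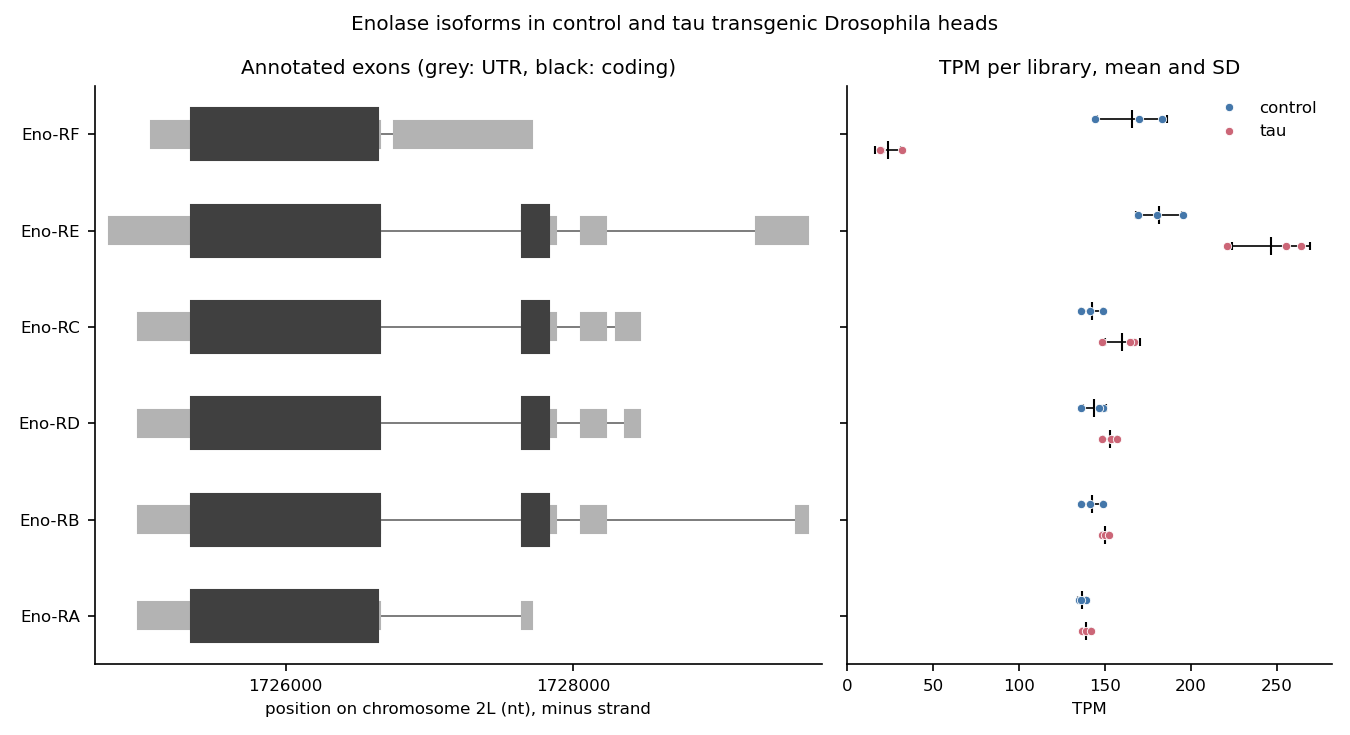
Annotated exons of the *enolase* isoforms by position on chromosome 2L in nt (left; tall black boxes are coding sequence, low grey boxes UTRs, lines introns; transcription runs from right to left), and their abundance in TPM (right). Points are libraries (blue, control; red, tau), and black marks are means with SD (n = 3). Eno-RF lies between 144 and 184 TPM in the control libraries and between 19.3 and 32.2 TPM in the tau libraries.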

The human homolog of *enolase*, *ENO1*, has been nominated as a potential target for Alzheimer’s disease by the Accelerating Medicines Partnership in Alzheimer’s Disease (AMP-AD) consortium.

**Fig. 5:**
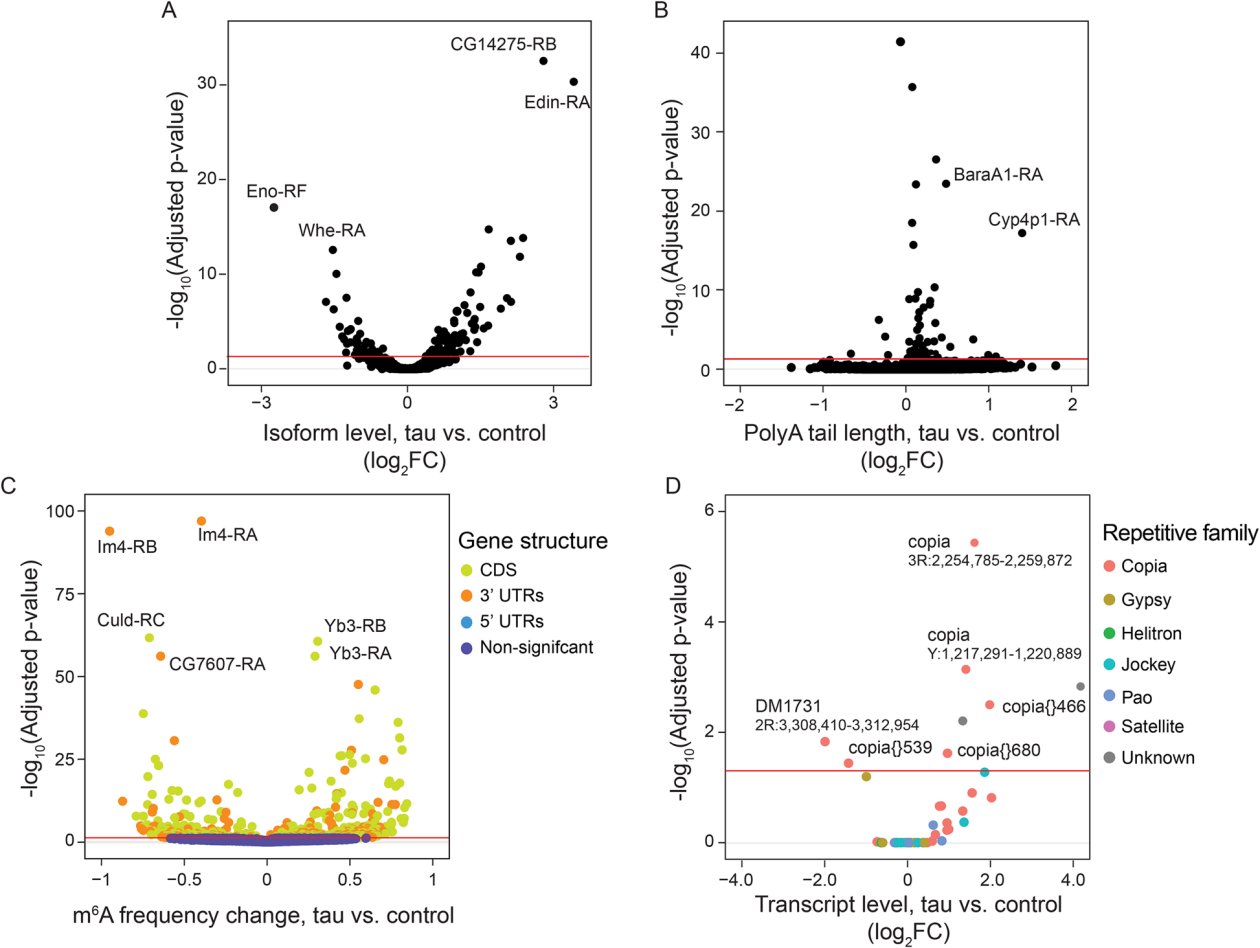
Nanopore direct RNA sequencing-based analysis of the transcriptome in heads of tau transgenic *Drosophila*. Volcano plot representing (**A**) differentially expressed FlyBase transcript isoforms between control and tau transgenic *Drosophila*, (**B**) median polyA tail length of FlyBase transcript isoforms that are differentially expressed between control and tau transgenic *Drosophila*, (**C**) FlyBase transcript isoforms that are differentially m^6^A modified between control and tau transgenic *Drosophila* (largest isoform change is not shown), and **D)** differentially expressed transposable elements in control vs. tau transgenic *Drosophila*. The red line denotes significance (adjusted *p* value < 0.05). All flies were aged to day 10 of adulthood

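For the isoforms named in the volcano plot of expression, the TPM values behind the points were as follows. CG14275-RB (chromosome 2L, 8329048 to 8332911) rose from 68.2 ± 15.3 TPM in controls to 462 ± 57.7 TPM in tau (SD, n = 3 each), a log2 fold change of 2.76 (standard error 0.183, adjusted p = 7.03e-05 in limma). The isoform edin-RA (chromosome 3L, 17494880 to 17495300) rose from 27.2 ± 6.16 TPM to 276 ± 57.1 TPM (SD, n = 3 each), a log2 fold change of 3.30 (standard error 0.213, adjusted p = 7.03e-05 in limma). In contrast, whe-RA (chromosome X, 21402381 to 21402772) fell from 1027 ± 253 TPM to 343 ± 65.9 TPM (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.185, adjusted p = 0.00328 in limma). All of these stayed past the threshold with any replicate left out. CG14275-RA, a longer isoform of the same gene that lay at or under the floor of 3 reads in each control library, was at least 3.66-fold higher in tau and did not pass the threshold (adjusted p = 0.0703 in limma).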

Unlike previous analyses [14, 79], we do not detect significant changes in global alternative splicing events such as intron retention and novel combinations of splicing sites (“combination of junctions”) due to expression of pathogenic tau (Supplemental Fig. 4E, F), likely reflecting a limitation of the need to pool large numbers of *Drosophila* heads for direct long-read sequencing. To determine if changes could be detected with a larger sequencing depth, we pooled biological replicates and determined changes in alternative splicing events, with a focus on intron retention. A Fisher’s exact test shows that the tau genotype has a significantly higher proportion of intron-containing transcripts compared to control (*p* value = 1.8e-6) (Supplemental Fig. 4G, H). Repeating the splicing analysis with Dorado, a recently developed tool for basecalling [80], shows no significant differences from results obtained with the Guppy basecaller (Supplemental Fig. 4G, H). Analysis of isoform-specific polyA tail length profiles, however, reveal that tail length is modestly extended in tau transgenic *Drosophila* (Fig. 5B; Supplemental File 5, Supplemental Fig. 5A, B). 73 of 79 transcript isoforms with statistically significant differential polyA tail lengths harbor a longer polyA tail in the tau condition. At the single-molecule level, we find that variability of polyA tail detection per read can differ between individual reads (Supplemental Fig. 5C, D). Gene ontology analysis of mRNA with altered polyA tail lengths in tau transgenic *Drosophila* identified genes involved in the immune response and catabolic processes (Supplemental Fig. 5E). Among differentially expressed transcripts with significantly modified polyA tails between tau transgenic *Drosophila* and controls, we detect a negative correlation (*p* value = 0.03) between polyA tail length and isoform expression (Supplemental Fig. 5F). 

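The comparison covers 9 isoforms with an FDR of 0.05 or less for tail length in Supplemental File 5 and an adjusted p of 0.05 or less in the authors' deposited table. The log2 ratio of tau to control tail length and the log2 fold change in TPM had a Pearson r of -0.725 (exact permutation test, two-sided, p = 0.012, adjusted p = 0.024 over the 4 relations) and a Spearman rho of -0.567 (exact permutation test, p = 0.12, adjusted p = 0.16). Isoforms are not independent replicates. Tails were longer in tau for 8 of the 9 isoforms, of which 4 were lower and 4 higher in expression. The isoform farthest from the others was Cyp4p1-RA, with a median tail of 57.2 nt in controls and 151 nt in tau and a log2 fold change of -1.71. Without it, r was -0.497 (exact permutation test, p = 0.221). The only isoform with a shorter tail, LysD-RA, went from 50.2 nt to 43.2 nt and had the largest increase in expression among the 9, with a log2 fold change of 1.24. Over all 68 isoforms past the tail length FDR with a mean of at least 5 TPM, whatever their change in expression, r was -0.153 (permutation test, p = 0.19).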

As transgenic human tau is specifically expressed in neurons of the *Drosophila* model used in the current study, we next focused our analysis on isoforms whose genes are known to be expressed in neurons [81]. While lengths of polyA tails do not differ for individual transcripts associated with either neurons or glia, we find that the general class of transcripts associated with neurons have longer polyA tail lengths compared to transcripts associated with glia in both control and tau transgenic *Drosophila* (Supplemental Fig. 5G). Analysis of polyA tail length, m^6^A enrichment, and transcript abundance indicate no significant correlation (*p* value = 0.15) between m^6^A modification rate and polyA tail length in tau transgenic *Drosophila* compared to controls (Supplemental Fig. 5H).

We next investigated tau-induced changes in m^6^A modifications. Of the 8,305 individual m^6^A motifs detected from 4,620 isoform transcripts, we identify 529 transcript isoforms marked with 558 m^6^A motifs that are significantly different (FDR less than or equal to 0.05) in tau transgenic *Drosophila* compared to controls. Further characterization of these differentially methylated RNA isoforms reveal that 353 sites have significantly higher m^6^A modification rates in the tau condition, while 205 have less (Supplemental File 6). As our analysis is dependent on DRACH k-mer motifs, we then plotted the k-mer motif that is altered in the context of tau pathology. The k-mer AAACT followed by GGACA has the most hypermethylated sites, while AAACT, GAACA and AAACA have the most hypomethylated sites (Supplemental Fig. 6A). Differential m^6^A modification occurs predominantly in the coding sequence and 3’ UTR in tau transgenic *Drosophila*, including a shift in hypermethylated sites toward the 3’ UTR (Fig. 5C, Supplemental Fig. 6B, C), as previously reported [82]. We detect the same trend for sites that are hypomethylated in the tau condition (Supplemental Fig. 6B, C). A small subset of transcripts (< 3%) exhibit both hypermethylation and hypomethylation of sites within the same isoform in tau transgenic *Drosophila* compared to controls (Supplemental File 6). A gene ontology analysis of differentially methylated genes reveals that transcripts that are hypomethylated in brains of tau transgenic *Drosophila* are involved in receptor tyrosine kinase signaling and cellular homeostasis (Supplemental Fig. 6D), while those that are hypermethylated are involved in metabolism pathways, including carbohydrate, lipid, and macromolecule metabolic processes that are particularly important for the brain (Supplemental Fig. 6E). 

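Differences in m6A modification rate were set against changes in TPM for the 18 isoforms that have at least 1 site with an FDR of 0.05 or less in the xPore results of Supplemental File 6 and an adjusted p of 0.05 or less in the authors' deposited table. For an isoform with several sites, the site with the largest difference was taken. Pearson r between the difference in modification rate (tau minus control) and the log2 fold change was -0.436 (permutation test with 100000 resamples, two-sided, p = 0.069, adjusted p = 0.069), and Spearman rho was -0.29 (p = 0.24, adjusted p = 0.24). Isoforms are not independent replicates, and neither adjusted p was 0.05 or less. Of the 18 isoforms, 7 had a higher rate and higher expression, 4 a higher rate and lower expression, 5 a lower rate and higher expression, and 2 a lower rate and lower expression. The farthest point was Eno-RF, an isoform of *enolase*, with a difference of 0.649. Over all 468 isoforms with a differing site and a mean of at least 5 TPM, r was -0.105 (permutation test, p = 0.023). Keeping only absolute differences of at least 0.4, a limit that the paper's methods also state, gave an r of -0.742 (permutation test, p = 0.067). This left only Eno-RF, Act57B-RA, Fer2LCH-RE, CG15784-RA and CG15784-RB, the last of which share a gene. So few isoforms cannot show that the relation is stronger under this limit. The relation without Eno-RF was not computed.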

No significant correlation (p value = 0.15) is observed between m^6^A modification rate change and isoform expression fold-change (Supplemental Fig. 6F).

While previous studies have identified retrotransposon transcripts that are differentially expressed between control and tau transgenic *Drosophila* [75, 76]*,* it was not previously feasible to identify the source loci for such elements due to the limitations of Illumina sequencing. Using ONT-based differential expression analysis, we identify six retrotransposon source loci that are differentially expressed in tau transgenic *Drosophila* versus controls (Fig. 5D). Among the three loci that are significantly upregulated in tau transgenic *Drosophila* compared to controls, two are *copia* elements present on the 3R chromosome (FlyBase ID: copia 3R: 2,254,785–2,259,872) and chromosome Y (FlyBase ID: copia Y: 1,217,291–1,220,889) (Fig. 5D, Supplemental File 7).

We identify four transposable element loci within the copia family that produce transcripts with differential m^6^A modification (Supplemental Fig. 7A). We find that hypomethylation of the chromosome band 40F7 *copia* element correlates with decreased expression in tauopathy, whereas the *copia* element on chromosome band 4b4-4b5 is hypermethylated and increased at the RNA level (Supplemental Fig. 7B, Supplemental File 7). Taken together, our findings suggest that tau-induced polyA tail lengthening and m^6^A changes significantly contribute to the head transcriptome in *Drosophila*, and tau-induced m^6^A changes may contribute to transposable element dysregulation at the RNA level.

## Discussion

To our knowledge, this study is the first to analyze full-length native RNA using long-read sequencing in heads of a *Drosophila* model of tauopathy. Our work builds upon previous studies by identifying RNA base modifications at the isoform level and identifying locus-specific expression of highly repetitive transposable elements in physiological and pathological settings using a single long-read sequencing strategy that reduces technical variation introduced by weaving together mixed methods [59]. A recent analysis combined sequencing replicates from multiple long-read sequencing methodologies, including ONT cDNA sequencing and direct RNA sequencing, to assemble a full-length *Drosophila* head transcriptome [59], but did not perform analyses of RNA methylation or transposable elements; by assembling a combined transcriptome from head, ovaries and embryos, this previous analysis also lacks *Drosophila* head-specific structural and splicing classification of novel isoforms. In the current study, we analyze head-specific gene expression based on the GAL4/UAS system [73] rather than comparing the head and ovaries [59], which are two functionally distinct tissues that are not equivalent in terms of complexity. A long read derived transcriptome thus closes gaps left by previous long-read sequencing studies and standard Illumina RNA sequencing in *Drosophila* heads and improves our understanding of how post-transcriptional control of gene expression contributes to the tau transcriptome.

We first characterized the *Drosophila* post-transcriptional modifications that had been previously described using alternative methods, with the advantage that our analysis is at isoform level rather than gene level. For example, isoform-level polyA tail profiling [42, 65] and gene ontology analysis report that transcripts with specific biological process are enriched towards certain polyA tail lengths. We also determined the modification status of single transcripts and confirm previous m^6^A-immunoprecipitation sequencing studies in *Drosophila* head [83] and larval brain [68] showing a significant m^6^A enrichment in the 5’ UTR. We did not find an association between m^6^A modification frequency and transcript expression, suggesting that the interaction between m^6^A and transcript expression is more complicated and likely relies on methylation reader proteins in *Drosophila* heads.

An exciting potential of nanopore direct RNA sequencing is its application to transposon biology. Short-read sequencing analyses of transposable element transcriptomes are hampered by technical limitations of aligning repetitive transposable element-derived reads to their loci of origin. Transposable element/gene hybrids such as chimeric transcripts, transposable elements within introns of protein-coding genes, and read-through transcripts contribute further to misalignments and inflated quantification of transposable element-derived transcripts. Prior to the onset of long-read sequencing, most analyses focused only on transposable elements at the family level rather than the locus level. Our analysis identifies multiple *copia* loci as the most highly expressed transposable elements in *Drosophila* heads with a large degree of consensus m^6^A modifications. We identified abundant expression of *copia* isoforms previously shown to encode gag, a protein that is central to the formation of viral-like capsids [84], and mapped the source loci of several transposable element transcripts potentially relevant to *Drosophila* brain biology. We did not detect any chimeric or read-through transposable element-containing transcripts, presumably due to polyA selection and relatively low long-read sequencing coverage.

We next applied nanopore direct RNA sequencing to *Drosophila* with panneuronal expression of human mutant tau. Accumulating evidence links pathogenic forms of tau to aberrant splicing [14, 15, 79, 85], transposable element activation [75, 76, 86], dynamic polyA tail lengthening [87], and altered m^6^A status of RNA [88]. We find that expression of pathogenic tau supports the synthesis of longer polyA tails and elevates m^6^A modification. Comparative analysis of polyA tail length in neurons vs. glia confirmed lengthening of polyA tails for transcripts associated with neurons. The longer polyA tails did not correlate with transcript abundance in tau transgenic *Drosophila* compared to controls. Our dataset thus highlights the technical limitations of ONT polyA tail profiling including a bias toward transcripts with longer polyA tails and difficulty analyzing cell-specific transcripts at low sequencing depths. As expected, we observed significant post-transcriptional alteration of genes in metabolic, host defense- and immune-related biological processes that are also perturbed in mouse and human tauopathy [29, 89–93]. These findings are consistent with a prior single-cell RNA sequencing analysis in *Drosophila* overexpressing human mutant tau^R406W ^[94].

An advantage of nanopore-based m^6^A analysis is the availability of tools with single base level m^6^A calling and quantitative comparisons without the need for a negative control such as a *Drosophila* harboring a loss-of-function mutation in an m^6^A writer. TandemMod and m6Anet are computational methods that use one input sample to predict modifications based on a deep learning framework developed using synthetic and labeled datasets. TandemMod identifies individual feature alterations caused by modified bases and provides prediction models trained on direct RNA sequencing datasets derived from in vitro transcribed sequences, a rice cDNA library, and yeast rRNA [69]. m6Anet training data consisted of labels (modified/unmodified) obtained from m6A-Crosslinking-Exonuclease-sequencing (m6ACE-seq) of HEK293T cell lines and direct RNA sequencing data from HCT116 cell lines [48]. Differences in training datasets may account for different site-level predictions by TandemMod vs. m6Anet, as m^6^A analysis tools developed for nanopore data perform best in the species in which they were trained. Furthermore, TandemMod employs a probability cutoff strategy that results in reduced performance with current signals from mRNA with lower sequencing depth and modification rates as in our dataset.

While the lack of a negative control for nanopore-based m^6^A analysis could result in more false positives, we reduced the potential false positive rate by only considering m^6^A sites that are 1) enriched at the 5’-DRACH-3’ sequence motif, and 2) demonstrated a significant methylation rate change (> 0.4) between control and tau transgenic *Drosophila*. Similar to a recent study using miCLIP [95] to map m^6^A sites in *Drosophila* [52], we find that m^6^A sites are preferentially deposited in 5’ UTRs. As 5’ UTR m^6^A sites can enhance translation and protein output [52, 96–98], and transgenic expression of pathogenic tau results in an increase in RNA methylation and translation in *Drosophila* [99], we speculate that enhanced 5’UTR m^6^A deposition contributes to the global elevation of mRNA translation in tau transgenic *Drosophila*. We also detected a general increase in m^6^A modification of *copia* elements. Given new findings that an essential m^6^A modification in the 5’ UTR regulates retrotransposon mobility and protein expression of long interspersed element-1 (LINE-1) [100], we speculate that a tau-mediated increase in m^6^A RNA methylation could contribute to the retrotransposon activation observed in human and laboratory models of tauopathy [75, 76, 86, 101–103]. Future studies leveraging nanopore direct RNA sequencing for deep sequencing of *Drosophila* transcriptomes may provide additional insights into the role of m^6^A modification as a regulator of transposable element pathogenicity.

While nanopore direct RNA sequencing has been performed in human cell lines [104–106], yeast [21, 107], plant [108], bacteria [109], viruses [110–112], frog embryos and adult mouse brain [106], sequencing RNA up to 26,000 nt in length [110], additional studies are needed to validate the software tools developed for nanopore direct RNA sequencing data analysis and improve the power of this relatively new, state-of-the-art sequencing technique. For example, we find that using ONT direct RNA sequencing avoids the production of reads with incorrect 3’ ends by reverse transcription mispriming, but leads to transcript read lengths significantly shorter than long (> 10 kb) transcripts typical of the complex nervous system [9, 10]. We also find instances of intron retention and alternative splicing combinations in tau transgenic *Drosophila*, but the effect size is relatively small compared to previous reports using alternative sequencing techniques [14, 79, 85, 113]. We find that site-level precision of m^6^A analysis tools trained on different nanopore datasets [48, 69] significantly varies in low-depth sequencing samples including modification sites with low modification rate. These results may be due to the low sequencing depth of 1–2 million reads of our nanopore-based analysis versus 20–40 million reads typical for traditional amplification-based RNA sequencing methods [114]. The low number of aligned reads per flow cell in the MinION hindered efforts to create de novo transcript assemblies. Some transposable elements, including short interspersed nuclear elements, are not polyadenylated and were thus not sequenced due to the polyA enrichment step that we applied prior to sequencing. The 3’ sequencing bias of nanopore direct RNA sequencing [115, 116] has also been reported to negatively influence isoform detection in *Drosophila* heads [59]. We speculate that the percentage of TSS/PAS-verified full-length reads in our study is masked by decreased basecalling quality and increased basecalling error at mRNA 5′ and 3′ ends [117] that hinder TSS/PAS identification rather than a true deficiency of full-length reads in control and tau transgenic *Drosophila*. New ONT methods have been developed to sequence capped ends of RNA transcripts [21], including RNA transcripts containing repetitive sequences of transposable elements [118], and RNA with or without polyA tails [119].

## Conclusion

The current study identifies physiological and pathological changes in RNA processing that may contribute to age-related neurodegenerative diseases such as Alzheimer’s disease and related tauopathies. We discover that panneuronal expression of pathogenic tau increases polyA tail length, m^6^A modification frequency, and transposable element expression. Nanopore direct RNA sequencing-based detection of full-length transcripts and single base modifications allowed for rapid interrogation of tau-based changes that are missed using Illumina short-read or cDNA sequencing approaches. Our datasets thus provide new insights into the impact of pathological tau on the transcriptome and establishes a framework for future studies characterizing the complex tau transcriptome in humans.

## Supplementary Information

Supplementary Material 1: Supplemental File 1 **| **Excel file of m^6^A-modified genes in adult *Drosophila* heads compared to target genes identified as m^6^A-modified from m^6^A RIP-seq-based analysis of the *Drosophila* larval brain.

Supplementary Material 2: Supplemental File 2** | **Excel file of m^6^A modification analysis using m6Anet vs TandemMod.

Supplementary Material 3: Supplemental File 3** | **Excel file of m6Anet sites and miCLIP site/peak overlap.

Supplementary Material 4: Supplemental File 4** | **Excel file of StringTie transcriptome for Illumina and Nanopore assemblies.

Supplementary Material 5: Supplemental File 5** | **Excel file of polyA tail lengths of *Drosophila* reference transcripts and differential polyA tail length analysis of tau vs control.

Supplementary Material 6: Supplemental File 6** | **Excel file of methylation modifications of *Drosophila* reference transcriptsand differential m^6^A modification analysis of tau vs control.

Supplementary Material 7: Supplemental File 7** | **Excel file of transcript and m^6^A quantification of transposable elements. Differential expression and m^6^A modification analysis of tau vs control transposable elements.

Supplementary Material 8: Supplemental Figure 1 | Comparison of nanopore DRS and Illumina short-read StringTie assemblies. A) Scatterplot of TPM values of short-read isoforms vs. TPM values of long read isoforms. B) Density plot of assembled isoform lengths with five TPM or more.

Supplementary Material 9: Supplemental Figure 2 | Known and novel isoforms identified by SQANTI. Graphic of structural categories and subcategories detected by SQANTI.

Supplementary Material 10: Supplemental Figure 3 | Comparing alternative splicing events contributing to the *Drosophila *transcriptome derived from Illumina short-read sequencing and nanopore direct RNA sequencing. A) Scatterplot of FlyBase reference isoform length vs. nanopore direct RNA sequencing assisted De novo assembly isoform length. The percentage of (B) different structural categories considered novel and (C) their splicing subcategories in the transcriptome derived from Illumina short-read RNA sequencing and nanopore direct RNA sequencing. Direct RNA sequencing data was analyzed using the Guppy or Dorado basecaller. D) Scatter plot of nanopolish and tailfindr polyA tail length values for Control 3 and the associated Pearson correlation value. E) Metagene plot showing the distribution of m^6^A sites in pooled control sample set and miCLIP dataset (single m^6^A sites) of adult fly heads.

Supplementary Material 11: Supplemental Figure 4 | Canonical transcript isoforms are differentially expressed in heads of tau transgenic *Drosophila* compared to controls. A) PCA plot of expression levels generated by nanopore direct RNA sequencing in heads of tau transgenic *Drosophila* compared to control. B) Pearson’s correlation plot visualizing correlation values of all isoform TPM values. C) Alternative splicing of Rps21 produces two transcript isoforms that are differentially expressed at the RNA level in tau transgenic *Drosophila*. D) Integrative genomics viewer of enolase isoforms. Violin plot of expression fold changes corresponding to (E) different categories of spliced isoforms or (F) transcripts containing PTC and non PTC-containing, ‘normal’ transcripts in tau transgenic *Drosophila* compared to control. Using the (G) Guppy or (H) Dorado basecaller, we determined the percentage of different structural categories from pooled control and pooled tau STRINGTIE as assemblies. A Fisher’s exact test was used to determine a significant association between intron retention transcripts and fly genotype.

Supplementary Material 12: Supplemental Figure 5 | Expression of pathogenic tau causes a shift in isoform-specific polyA tail length. Distribution plot of isoform-specific RNA polyA tail lengths in (A) control and (B) tau transgenic *Drosophila*. Density graph with (C) short, medium and long poly(A) tail lengths and (D) low, medium, and high expression per read for six different types of transcripts. E) Dot plot of enriched gene ontology terms for RNA transcript isoforms with a significant change in polyA tail length between conditions. F) Scatter plot of isoform transcripts with a significant change in both isoform expression and polyA tail length in tau transgenic *Drosophila* compared to controls. Pearson correlation analysis reveals a significant negative correlation. G) Boxplot of polyA tail lengths of cell marker gene per control and tau sample. Only samples with detected polyA tails for the plotted isoform are shown. H) Scatter plot of isoform transcripts with a significant change in both polyA tail length and m^6^A methylation change in in tau transgenic *Drosophila* compared to controls, with no significant correlation.

Supplementary Material 13: Supplemental Figure 6 | m^6^A methylation patterns are significantly altered in tauopathy. A) Bar graph of differentially methylated DRACH sites grouped by kmer site in tau transgenic *Drosophila* compared to controls. B) Metagene plot showing the distribution of m^6^A sites in pooled tau and pooled control samples. C) Differentially methylated RNA in tau transgenic *Drosophila* preferentially accumulate m^6^A modifications within the coding sequence and 3’ UTR. Dot plot of enriched gene ontology terms for differentially m^6^A modified isoforms, including (D) hypermethylated and (E) hypomethylated sites. F) Scatter plot of isoform transcripts with a significant change in both isoform expression and m^6^A methylation change in tau transgenic *Drosophila* compared to controls, with no significant correlation.

Supplementary Material 14: Supplemental Figure 7 | Nanopore direct RNA sequencing identifies transposable elements at the loci level that are differentially methylated. A) Scatter plot of transposable element loci identifies a subset that are hypermethylated and more highly expressed at the RNA level in tauopathy. B) The transposable element, *copia*, is differentially methylated at specific loci in the *Drosophila* genome.

## Data Availability

The data generated and/or analyzed during the current study will be deposited within the GEO repository, GSE305884. The code for all steps used to create transcriptomes and figures is available at: https://doi.org/10.5281/zenodo.15603223.

## Abbreviations

ONT: Oxford Nanopore Technologies
UTR: Untranslated region
SQANTI: Structural and Quality Annotation of Novel Transcript Isoforms
FLAIR: Full-length Alternative Isoform analysis of RNA
PTC: Premature termination codon
m^6^A: N6-methyladenosine
FDR: False discovery rate
FSM: Full splice match
ISM: Incomplete splice match
NIR: Novel transcript in reference transcriptome
NNR: Novel transcripts not in reference transcriptome
TPM: Transcripts per million
RIP: RNA immunoprecipitation
LTR: Long terminal repeat
AMP-AD: Accelerating Medicines Partnership in Alzheimer’s Disease
LINE-1: Long interspersed element-1

# Supplementary material for: Long-read sequencing-based analyses of the adult Drosophila brain transcriptome in physiological and pathological settings
**Source:** BMC Genomics. 2025 Oct 14;26:913. doi: 10.1186/s12864-025-12111-w
**Supplement:** Supplementary file 14 — Supplementary Material 14: Supplemental Figure 7 | Nanopore direct RNA sequencing identifies transposable elements at the loci level that are differentially methylated. A) Scatter plot of transposable element loci identifies a subset that are hypermethylated and more highly expressed at the RNA level in tauopathy. B) The transposable element, copia, is differentially methylated at specific loci in the Drosophila genome.

|  | **Genes** | **Reference isoforms** | **Non-reference isoforms (mean nt length)** | **# of reads used for assembly** |
| --- | --- | --- | --- | --- |
| Nanopore direct RNA sequencing | 8,223 | 9,179 | 930 (12,604) | 3,035,093 |
| Illumina short-read sequencing | 46,668 | 5,121 | 775 (557) | 223,711,390 |
| FlyBase reference | 50,795 | 72,495 | NA | NA |

**SUPPLEMENTAL TABLES**

**Supplemental Table 1 |** **Comparison of nanopore DRS and Illumina short-read assembly metrics.** StringTie assembly metrics of isoforms (minimum 5 TPM support) compared to FlyBase reference.

| **Isoform Category** | **Illumina** | **Nanopore** | **Fisher P value** |
| --- | --- | --- | --- |
| Anti-sense | 12 (0.20%) | 10 (0.10%) | 0.0828 |
| Reference | 5,121 (87.26%) | 9,179 (90.08%) | >0.0001 |
| Fusion | 70 (1.19%) | 22 (0.22%) | >0.0001 |
| Genic | 104 (1.77%) | 46 (0.46%) | >0.0001 |
| Intronic | 1 (0.02%) | 4 (0.04%) | 0.4376 |
| Reference with different TTS/TSS | 120 (2.04%) | 154 (1.52%) | 0.0144 |
| Intergenic | 222 (3.78%) | 161 (1.59%) | >0.0001 |
| Novel isoform within catalog splice junctions/sites | 79 (1.35%) | 374 (3.70%) | >0.0001 |
| Novel not in catalog splice junctions/sites | 140 (2.39%) | 159 (1.57%) | 0.0003 |

**Supplemental Table 2 | Comparison of nanopore DRS and Illumina short-read isoform splicing.** Percentages and counts of different isoform splice events.

|  | **Tau 1** | **Tau 2** | **Tau 3** |
| --- | --- | --- | --- |
| Total reads sequenced | 966,820 | 1,790,617 | 1,379,790 |
| Longest isoform sequenced (nt) | 23,647 | 32,265 | 22,944 |
| Median read quality | 11.3 | 11.8 | 11.8 |
| Read length (n50) | 1,324 nt | 1,399 nt | 1,418 nt |
| Median fraction of reference transcript covered by each read | 0.92 | 0.90 | 0.93 |
| Percentage of full length reads | 41.1 | 39.2 | 43.1 |
| Mapping percentage to *Dmel* genome | 91.0 | 92.6 | 92.0 |
| TSS/PAS-verified full length reads | 3.33 | 3.27 | 3.40 |

**Supplemental Table 3 |** **Comparison of nanopore DRS metrics across tau samples.** Nanopore direct RNA sequencing quality metrics of sequencing libraries in tau transgenic *Drosophila*.

How the deposited data were processed for this re-analysis (not part of the article)

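Direct RNA sequencing libraries were made from heads of *Drosophila* at day 10 of adulthood, 3 of controls (*elav-GAL4/* +) and 3 of tau transgenic *Drosophila* (*elav-GAL4/* + with *UAS-tau* R406W), each from a pool of 500 heads. Genotype and replicate were taken from the labels of the samples and the paper, and each column of the deposited table was matched to its library by name. Short-read libraries, transcriptome assemblies, splicing events, transposable elements and gene ontology terms were not analysed here.

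The authors called bases with Guppy (v5.1.12), kept reads with a quality of at least 9, aligned them to the FlyBase transcriptome (release 6.43) with minimap2, allowing up to 10 secondary alignments, and deposited the TPM values that NanoCount (v1.0.0) estimated for each isoform. NanoCount does not divide by transcript length, so TPM here is a share of reads. Beside these values, the authors deposited the results of DESeq2 for tau against control. For each isoform, the authors' deposited table holds a mean normalized signal over all libraries, a log2 fold change with its standard error (log2 scale), a test score (the Wald statistic), a p-value and an adjusted p-value. These values of the authors were printed only as theirs and used to compare calls and to choose the isoforms in the comparisons of tail length and m6A. Polyadenylation and m6A values are those of the paper's Supplemental Files 5 and 6. The control tail length sheet was used as far as it was at hand, with 1999 isoforms.

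The table lists 30738 isoforms, of which 30718 are in the Ensembl release 115 annotation of the Release 6 assembly (BDGP6.54), from which coordinates, exons and transcript lengths were taken. The number of reads assigned to isoforms was worked out from the step between low values in each library, and ranged from 573001 to 910700 in controls and from 684408 to 1329914 in tau. The TPM of 3 reads, from 2.26 to 5.24 by library, was taken as the floor below which an isoform cannot be told from 0. A fold change against a group whose libraries were all at or under the floor was computed against it and is a lower bound. Because many reads were split between isoforms, whole reads could not be recovered and no count test was used.

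Isoforms with a mean of at least 5 TPM over the 6 libraries were tested with limma (v3.58.1 in R v4.3.3) on log2(TPM + 1), with lmFit and eBayes with a trend, two-sided, all 6 libraries in the fit and no covariate, and with Benjamini-Hochberg adjustment. An adjusted p of 0.05 or less was called. Genes were tested in the same way on summed TPM. Gene lists (antimicrobial peptide, photoreceptor and ribosomal protein genes) were tested with camera, with a correlation between genes of 0.01 and the same trend as in the fit, and the p-values of the 3 lists were adjusted together. Single values were compared by an exact permutation test over the 10 splits of 3 libraries against 3, which cannot give a p below 0.1. Correlations across isoforms were tested with 100000 permutations, or with all permutations for fewer than 10 isoforms, and adjusted over 4 relations. Python (v3.11.15), numpy (v2.4.6), pandas (v2.3.3), scipy (v1.17.1) and matplotlib (v3.10.9) were used for the remaining steps.

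Isoforms and genes were named by a rule: every gene or isoform that the paper names for transcript levels in these libraries (*Eno*, *RpS21*, *CG14275*, *edin*, *whe*, FBtr0303048 and *eEF1alpha1*), the 5 isoforms with the largest change in each direction among those past the threshold and with the genotypes apart in all libraries, markers of sex and of the transgenes, and the 2 genes with the largest change in the photoreceptor and antimicrobial lists. Names outside this rule were chosen after their values were seen. These are the genes with several isoforms past the threshold, the isoforms without an adjusted p in the authors' deposited table, the photoreceptor gene past the threshold, the paralogs *Cyp6a17* and *Cyp12d1-p*, and the isoforms in the tail comparison. The fat body markers were chosen when the values of the yolk protein genes among them had been seen.

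The steps were tested on simulated data. Isoforms were simulated independently with a dispersion of 0.02, and the changed ones were drawn from those with a mean of at least 20 TPM. With 200 isoforms changed by 1 on the log2 scale among 12325 tested, 102 were called with 2 false calls. With a change of 2, 199 were called among 12259 tested, with 2 false calls. With no change, 0 of 12309 isoforms passed. Of 100 random lists of 34 simulated isoforms, camera called 0, and of 100 lists shifted by 0.5 it called 100. Members of these lists were not correlated. In the real lists the estimated correlation was 0.043 (antimicrobial), 0.363 (photoreceptor) and 0.211 (ribosomal protein). The simulation therefore does not show how often camera would call such lists by chance. A simulated r of -0.3 over 500 points was recovered with a mean of -0.295 over 100 simulations.

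Alternatives were a pseudocount of 0.1 or 5, no filter on low values or a mean of at least 20 TPM, quantile normalization, centring on the median, eBayes without a trend, library quality weights, the replicate number as a block, and each replicate left out in turn. Libraries with the same replicate number share it by label only. For the correlations and the principal component analysis, the set of isoforms, the kind of correlation and the scale were varied. After seeing the data, voom on estimated reads, the isoforms with an adjusted p in the authors' deposited table, isoforms with equal values counted once, a mean of at least 100 TPM in the principal component analysis, and camera with an estimated correlation were added.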

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

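The comparisons with other splits of the libraries, the count of list members that rose, the fat body markers, and the correlation between genes estimated from the data were chosen only after the results were seen. The other tests in this part were set down before their own results were known.

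Antimicrobial peptide genes were higher in tau transgenic *Drosophila*, a signal in a set of genes whose joint change the paper does not report. The list of 42 symbols was written before the data were examined, as were the gene lists, the tests and most alternatives described in the following parts. The paper's Discussion, which speaks of host defense genes, prompted it, and its member *edin* is named in the paper's volcano plot. The list is therefore not independent of the paper's results from these libraries. It matched 39 genes, of which 35 had a mean of at least 5 TPM. Their mean log2 fold change was 0.951 (SD 0.693 over genes, median 0.856), 33 of the 35 were higher in tau, and for 29 all 3 tau libraries lay above all 3 control libraries, where chance gives 10% of genes with the groups apart in either direction. Past the adjusted threshold were 20 genes when all tested genes were adjusted together and 30 when the list was adjusted alone. The list mean of log2(TPM + 1) was 7.99, 8.15 and 8.05 in the control libraries and 9.04, 9.03 and 8.98 in the tau libraries (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In limma's camera test, with a correlation between genes set to 0.01, the list had an adjusted p of 1.62e-51 over 3 lists, and the alternatives set in advance gave 1.91e-58 to 3.57e-31. With the correlation estimated from the data (0.043), the adjusted p was 0.00105.

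Technical explanations for the antimicrobial peptide genes were tested in turn. Tau libraries were deeper on average, yet tau replicate 1, which had fewer reads than control replicate 1, exceeded it by 1.045 in the mean of the list. Reads shared between near-identical genes are a concern for these families. The 32 members without values identical to those of another gene had a mean change of 0.984. Identical values mark only genes whose reads could not be told apart at all. Reads shared in part between genes were not tested, so this explanation stays open for them. The change was not carried by a few members, since 33 of 35 were higher. On chromosome arm 2R lie 22 members, and a strain variant on that arm could raise them together. The 12 members placed on other arms had a mean change of 1.133, with all 12 higher. This argues against a variant that acts on genes of 2R alone. Whether a strain variant acts on genes of all arms was not tested. A further member, *IMPPP*, had no position in the annotation. Fat body makes many of these peptides, and more fat body in the tau pools could raise the list. The 9 fat body markers had a mean change of -0.031, with 8 lower (mean -0.249) and *Lsp2* higher by 1.716 (adjusted p = 0.411 in limma). Without the 3 yolk protein genes among them, 5 of 6 were lower and *Lsp2* brought the mean to 0.061. Neither mean comes near that of the list, so these markers do not point to more fat body in the tau pools. Of the splits of the 6 libraries that part all 3 same-numbered pairs, 1 of 4, the split by genotype itself, gave a mean change as large, and the largest in size under the others was 0.369. Over all 10 splits, those that part 1 pair included, it was again 1, and the largest in size under the others was 0.398. With 3 libraries of each genotype, neither count could have come out lower, so they do not show how likely a difference of this size between pools is by chance. An immune response in tau transgenic *Drosophila* may explain the pattern, but it remains a hypothesis, and a difference in the microbes carried by the pools was not tested.

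Of the isoforms past the threshold with limma, 23 have no adjusted p in the authors' deposited table, so the paper's list of differentially expressed isoforms could not include them. They belong to 21 genes, 13 are higher and 10 lower in tau, and their mean abundance lies between 7.63 and 56.8 TPM. All 23 have an unadjusted p of 0.05 or less in the authors' deposited table. Among them are CecC-RA, AttB-RB and BomBc2-RA from the antimicrobial list (log2 fold changes 1.34, 1.43 and 1.59), both isoforms of *Hsp22* (1.17 and 1.08), Cyp12d1-d-RA, Cyp6a23-RA and CG43680-RA, some of them singled out after their values were seen. Hsp22-RA had the same 6 values as an isoform of the gene *CG4456*, so the reads of these genes were not told apart. Of the splits that part all same-numbered pairs, 1 of 4, again the split by genotype, gave as many isoforms past the threshold. The other splits of that kind gave 0 isoforms, with 416, 555 and 911 at an unadjusted p under 0.05, against 1051 for the split by genotype. The splits that part 1 pair gave at most 1 isoform, with 303 to 995 at an unadjusted p under 0.05. The highest of these lies close to the number for the split by genotype. For genes, too, 1 of 4 splits that part all same-numbered pairs gave as many past the threshold. With 3 libraries of each genotype, these counts could not have come out lower. In these libraries, 3 reads are worth between 2.26 and 5.24 TPM.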

How the results depend on the processing

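No test in this part was chosen after its result was seen, apart from the alternatives that are said below to have been added after seeing the data.

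The number of isoforms past the adjusted threshold, 97 with the settings used at the claims, stayed within a factor of 1.5 with a pseudocount of 0.1 or 5, a mean of at least 20 TPM, quantile normalization, centring on the median and library quality weights (73 to 123). Without a filter on low values, 0 isoforms passed (0 higher and 0 lower, 0 genes with several isoforms in the same direction), with 1744 at an unadjusted p under 0.05, and 42 genes passed in place of 97. Under eBayes without a trend, 5 isoforms (4 higher and 1 lower) and 4 genes passed, with 0 genes with several isoforms in the same direction and 925 isoforms at an unadjusted p under 0.05. Centring on the median lowered the number of isoforms lower in tau from 34 to 20, and with a mean of at least 20 TPM the number of genes with several isoforms in the same direction rose from 11 to 17. Leaving out each replicate in turn gave 25 to 100 isoforms (20 to 62 higher, 4 to 38 lower), 29 to 103 genes, and 2 to 13 genes with several isoforms in the same direction. Of the alternatives added after seeing the data, limma's voom on estimated reads gave 100 isoforms, 92 of them among the 97, and counting isoforms with equal values once gave 94 isoforms and 7 genes with several isoforms in the same direction. In simulated data, the test recovered 50% of 200 isoforms changed by 1 on the log2 scale and 98.5% of those changed by 2, so that smaller changes can be missed at this number of libraries. The changed isoforms all had a mean of at least 20 TPM, and recovery at lower means was not simulated.

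With the replicate number as a block, 100 isoforms and 77 genes passed, and camera gave the antimicrobial peptide genes an adjusted p of 4.85e-54. Their mean change of 0.951 cannot move under the block, since each number holds a library of each genotype. The deviations of same-numbered libraries from their group means had a mean correlation of -0.003, and these libraries come from different animals.

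The change of Eno-RF kept its direction under each alternative set in advance (-3.02 to -2.60). Without a filter on low values, its change of -2.79 had an adjusted p of 0.113, against 0.000117 to 0.0494 under the others. That of the *enolase* gene stayed between -0.14 and -0.01 and did not pass under any of them (adjusted p 0.757 to 0.991). The *RpS21* isoforms kept their directions but not their side of the threshold. RpS21-RE did not pass without a filter on low values (0.725, adjusted p = 0.299), with quantile normalization (0.667, adjusted p = 0.0779), centred on the median (0.772, adjusted p = 0.0756) or without a trend (0.725, adjusted p = 0.515), and RpS21-RA did not pass without a filter (-0.55, adjusted p = 0.21), centred (-0.503, adjusted p = 0.167) or without a trend (-0.55, adjusted p = 0.589). With a replicate left out, RpS21-RE ranged from 0.595 to 0.804 and RpS21-RA from -0.601 to -0.507. Over all the alternatives set in advance, the adjusted p lay between 0.0276 and 0.515 for RpS21-RE and between 0.00788 and 0.589 for RpS21-RA. The cause was not tested.

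The mean change of the antimicrobial peptide genes stayed between 0.904 and 1.001. That of the photoreceptor genes reversed from -0.017 to 0.033 with centring on the median, to 0.064 with library quality weights, and to 0.002 with voom, which was added after seeing the data, and ranged from -0.085 to 0.118 with a replicate left out. Its camera test, which compares the t statistics of genes, pointed to higher expression in tau under each alternative, with an adjusted p from 0.00135 to 0.664 over those set in advance. That of the ribosomal protein genes went from -0.047 to 0.003 with centring on the median, which reverses it, to -0.063 with library quality weights (adjusted p = 0.00339) and to -0.057 with voom (adjusted p = 0.0453), and ranged from -0.088 to -0.011 with a replicate left out. Its adjusted p ranged from 0.000594 to 0.854 over the alternatives set in advance. The p-values above for both lists rest on a correlation between genes set to 0.01 in camera. The correlation estimated from the data was 0.363 for the photoreceptor and 0.211 for the ribosomal protein genes. With it, an alternative added after seeing the data, the adjusted p in camera was 0.656 for both lists. Centring adds 0.05 to the change of every tested gene and 0.046 to that of every tested isoform, so a reversal under it says only that the value is close to 0. The cause of the other shifts was not tested. Chromosome arm 2R held more differing isoforms than chance gives under both alternatives.

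The share of the first principal component that lies between genotypes, 27.4%, was 8.9% with isoforms scaled to unit variance (73.1% on the second component), 61.6% with a pseudocount of 5, 62.3% with the 500 most variable isoforms and 93.5% with a mean of at least 20 TPM, and it ranged from 15.4% to 63.9% with a replicate left out. With a mean of at least 100 TPM, added after seeing the data, it was 94.2%. The lowest and highest Pearson r between libraries, 0.954 and 0.989, became 0.916 and 0.952 on log2(TPM + 1), and the Spearman rho ranged from 0.865 to 0.918.

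The relation of tail length to abundance kept its direction and its side of the threshold (-0.376 to -0.269). That of m6A ratio to abundance passed 0.05 unadjusted with each site as a point (0.087, permutation test, p = 0.013) or as a Spearman rho (0.085, permutation test, p = 0.027), over a range of 0.013 to 0.97 for p. The relation of tail change to expression change no longer passed over all isoforms with a mean of at least 5 TPM (-0.153, permutation test, p = 0.19) or as a Spearman rho (-0.567, exact permutation test, p = 0.12), with p from 0.0084 to 0.19 over the alternatives. The relation of m6A change to expression change passed over all isoforms with a mean of at least 5 TPM (-0.105, permutation test, p = 0.023), with p from 0.023 to 0.24.

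Among the 31 other named isoforms and genes, 37 of 458 values under the alternatives set in advance were weaker, 7 stronger and 8 reversed, the rest kept their direction and side of the threshold, and of the 60 values under added alternatives 2 were weaker and 1 reversed. Eno-RA reversed to -0.013 with quantile normalization. Actn-RD reversed to 0.022 with library quality weights, to 0.079 with voom, to 0.251 without control replicate 3 and to 0.13 without tau replicate 1, in a range of -0.426 to 0.251 with a replicate left out. At the gene level, *Yp1* reversed to 0.024 with centring, to 0.002 with library quality weights, to 0.049 without control replicate 2 and to 0.057 without tau replicate 3, in a range of -0.116 to 0.057. Each of these had a change of no more than 0.10 in size with the settings used at the claims.

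In the shallowest library, control replicate 3 with 573001 assigned reads, 3 reads are worth 5.24 TPM. Without this library 25 isoforms passed the threshold, the fewest with a replicate left out, and without the deepest, tau replicate 2, 55 passed.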

Differences from the paper's values

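No test in this part was chosen after its result was seen, apart from the alternatives that are said below to have been chosen after seeing the values. The paper describes the depletion of the *enolase* isoform in the tau model as approximately 3-fold, and here Eno-RF was 6.91-fold lower on the log2(TPM + 1) scale. None of the alternatives set before the data were examined closed the gap, and they gave 6.05-fold to 8.12-fold. The log2 fold change of Eno-RF is -2.74 in the authors' deposited table and -2.79 here.

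For the relation of tail change to expression change, the paper's p value is 0.03, from a Pearson correlation analysis. Here r was -0.725, and its exact permutation p was 0.012. These p-values come from different tests of a correlation, and the parametric test of r was not run here. The difference in p therefore does not show that the relation itself differs from the paper's. With the isoforms called by limma in place of the authors' calls, r was -0.861 and the exact permutation p was 0.042. That p lies within 1.5 times the paper's value, but it belongs to another r and does not explain the difference. Under the other alternatives set before the data were examined, the permutation p did not come within 1.5 times the paper's value.

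For the relation of m6A change to expression change, the paper's p value is 0.15, from a test that it does not name for this relation. The permutation p here was 0.069. With the isoforms called by limma it was 0.12, and without control replicate 2 it was 0.1 (permutation tests), both within 1.5 times the paper's value. The other alternatives set before the data were examined did not close the gap.

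For tail length and abundance in controls, the correlation is about -0.39 in Fig. 2C, read by eye, and r here was -0.286 over the isoforms used. A correlation was counted as closing the gap only within 0.005, the rounding of the figure's value, rather than by the factor of 1.5 used for p values. By this rule, none of the alternatives set before the data were examined closed the gap. The nearest, a mean control abundance of at least 5 TPM, gave -0.376.

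The paper gives FBtr0303048, which the annotation names Actn-RD, at 16 TPM and *eEF1alpha1* at 800 TPM. For these values it refers to Fig. 4B, drawn from pooled control samples, and to Supplemental File 4, which holds StringTie assemblies beside NanoCount results, and it does not say which of these the values come from. The TPM values used here are those of NanoCount for each library. In the control libraries, Actn-RD was at 7.58 ± 3.99 TPM and *eEF1alpha1*, summed over its isoforms, at 9626 ± 47.6 TPM (SD, n = 3 each). None of the alternatives set before the data were examined that move these control means closed the gap (5.41 to 9.34 TPM for Actn-RD and 9474 to 9647 TPM for *eEF1alpha1*).

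The paper states that the samples group by genotype in the principal component analysis. With a mean of at least 5 TPM, a straight line parted the genotypes here in the plane of the first 2 components, as it could for 3 of the 10 splits of the libraries, a count chosen after seeing the values. On the first component alone, the genotypes overlapped and genotype accounted for 27.4% of its variance. With a mean of at least 20 TPM, the genotypes parted on it and the share was 93.5%. They also parted on it with a pseudocount of 5 (61.6%), with the 500 most variable isoforms (62.3%), and without control replicate 2 (39.8%), control replicate 3 (30.2%), tau replicate 1 (45.3%) or tau replicate 2 (63.9%). On the second component they parted with isoforms scaled to unit variance (73.1%) and without control replicate 1 (61.6%). Without tau replicate 3, they parted on neither. The share was 94.2% with a mean of at least 100 TPM, an alternative chosen after seeing the values.

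Of the isoforms called in the authors' deposited table, 62 did not pass the threshold here, though all of them had an unadjusted p of 0.05 or less and the same direction. Restricting the test to the 2046 isoforms with an adjusted p in the authors' deposited table, an alternative chosen after seeing the values, called 118 isoforms, 106 of them shared with the authors' calls. Library quality weights called 88 of the authors' isoforms, a mean of at least 20 TPM 93, a pseudocount of 5 79 and voom, which was chosen after seeing the values, 80, against 74 with the settings used at the claims. Other settings called fewer, with 73 for quantile normalization, 64 for a pseudocount of 0.1 and 53 for centring on the median. Without a trend 3 were called, without a filter on low values 0, and with a replicate left out 21 to 71.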

Other observations

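The comparisons with other splits of the libraries, the tests on the paralog pairs *Cyp6a23* and *Cyp6a17* and *Cyp12d1-d* and *Cyp12d1-p*, the filter at 20 TPM as an explanation for the first principal component, the comparisons of transcript length for tau replicate 1, the relation of depth to the correlation between libraries, and the test without the farthest isoform in the tail comparison were chosen only after the result was seen.

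Tau replicate 1 sets the first principal component when isoforms with a mean of at least 5 TPM are used. The score of the first component did not clearly follow sequencing depth, with a Pearson r of -0.37 with log2 depth over the 6 libraries (exact permutation test, p = 0.461) and a Spearman rho of -0.43 (exact permutation test, p = 0.419). Without the 2 libraries farthest from the median depth, r was -0.62 (exact permutation test, p = 0.5), so that depth cannot be set aside with this number of libraries. Transcript length is a further candidate explanation. Across 12795 isoforms, which are not independent replicates, the weights of the component had an r of -0.364 with log2 transcript length. Compared with the mean of tau replicates 2 and 3, tau replicate 1 had a median log2 difference of 0.06 for isoforms of up to 1147 nt and of -0.57 for those of 3169 nt or more. The difference had an r of -0.378 with log2 length, and of -0.459 with a mean of at least 20 TPM. The mean length of the transcripts, weighted by TPM, was 1325 nt in tau replicate 1, against 1497 nt and 1455 nt in tau replicates 2 and 3 and 1490 nt, 1483 nt and 1422 nt in the controls. These values are consistent with fewer reads of long transcripts in tau replicate 1. The paper gives an RIN above 9.8 for all samples. It lists a read N50 of 1324 nt for tau replicate 1, below those of tau replicates 2 and 3 (1399 nt and 1418 nt) and of control replicates 2 and 3 (1439 nt and 1354 nt) but above that of control replicate 1 (1297 nt), whose weighted mean length was not low. Full-length reads made up 41.1% in tau replicate 1 and 33.8% to 43.1% in the other libraries, by the paper's values. Isoforms of low abundance also bear on the component, since with a mean of at least 20 TPM genotype accounted for 93.5% of it. No biological explanation was tested.

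In untransformed TPM, the nearest library to control replicate 3 was tau replicate 1 (Pearson r = 0.988), not another control library (0.977 with each). Without the 20 isoforms with the highest mean TPM, r between them was 0.977 and the nearest library was control replicate 2 (0.984). A few isoforms with very high TPM may thus set the closeness to tau replicate 1 on the untransformed scale. On log2(TPM + 1), tau replicate 2, the deepest library, was the nearest to each of the other 5 libraries (0.929 with control replicate 3 to 0.952 with tau replicate 3). The mean r of a library with the others rose with log2 depth (Pearson r = 0.939 over 6 libraries, exact permutation test, p = 0.00833), so on this scale depth may set which library is nearest. No biological explanation was tested.

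The lower abundance of Eno-RF was weighed against 2 technical explanations. If tau libraries held shorter reads, the longest isoform of a gene would fall against the shortest, but over 1909 genes the median of that difference was 0.008, and over the 510 genes whose isoforms differ by 500 nt or more it was -0.02. Reads may have moved from Eno-RF to the other *enolase* isoforms in the authors' estimate, since these rose by 102 TPM while Eno-RF fell by 142 TPM and the sum stayed within the spread between libraries. A switch to another isoform in the heads would give the same values, and the TPM values cannot tell these apart. The largest m6A difference of Eno-RF in the paper's Supplemental File 6 is 0.649, also higher in tau.

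The gene *Cyp6a23* (chromosome 2R, 14875829 to 14877654) fell in tau by 2.31 on the log2 scale (adjusted p = 0.000863 in limma), whereas its neighbour *Cyp6a17* (14873953 to 14875739) rose by 0.96 (adjusted p = 0.0263 in limma). Summed, they were at 115 ± 17.7 TPM in controls and 103 ± 9.38 TPM in tau (SD, n = 3 each), a log2 change of -0.151 that lies within the spread between libraries (SD 0.18; exact permutation test, p = 0.4). Reads of 1 gene may thus have been assigned to the other in the tau libraries, for example through a strain variant that makes the copies alike, and a true switch between the genes gives the same sum. Sequence variants were not analysed here. For *Cyp12d1-d* (11123658 to 11125647) and its paralog *Cyp12d1-p*, the summed TPM rose from 5.84 ± 1.65 to 20.5 ± 1.75 (SD, n = 3 each), a log2 change of 1.681, so the rise of *Cyp12d1-d* is not a move of reads from *Cyp12d1-p*. The control libraries list *Cyp12d1-d* at 1.10, 0 and 0 TPM. A difference in strain background might give such an on and off pattern, but it was not tested.

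Isoforms past the threshold gathered on chromosome arm 2R, with 42 of 2713 tested isoforms against 20.6 expected (Fisher's exact test, two-sided, odds ratio 2.87, adjusted p = 7.21e-06 over 7 chromosome arms). Of these, 29 were higher in tau, against 13.4 expected (Fisher's exact test, adjusted p = 9.97e-05). The 13 that were lower, against 7.2 expected, did not pass the threshold (Fisher's exact test, adjusted p = 0.143). Counting genes in place of isoforms left the result for both directions together past the threshold (37 against 17.9 expected, adjusted p = 2e-05). A mean of at least 20 TPM did so too (48 against 25.9, adjusted p = 2.87e-05). Antimicrobial peptide genes are common on this arm. Without them, 26 isoforms were found against 16.0 expected (odds ratio 1.96, adjusted p = 0.049), and counted once per gene 23 against 13.8 (adjusted p = 0.0624). The list thus accounts for part of the excess, and whether it accounts for all of it could not be settled. A region that differs between the strains is a possible explanation that was not tested further.

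Photoreceptor genes were examined because the tau model loses neurons with age. The mean change of the 28 genes was -0.017 and the median 0.043, with 16 genes higher, and camera pointed to higher expression in tau with an adjusted p of 0.113, so no fall was found. The only gene of the list past the threshold, *Rh4*, was higher (0.593, adjusted p = 0.00819 in limma). All 4 of the 4 splits that part all same-numbered pairs gave a mean as large in size. The 88 ribosomal protein genes had a mean change of -0.047 (adjusted p = 0.123 in camera). For them, 1 of 4 such splits, the split by genotype, gave a mean as large, and 4 of all 10 splits did. The photoreceptor genes with the largest changes in size, which did not pass the threshold, were *Cpr72Ec* (-1.53, adjusted p = 0.0767 in limma) and *inaF-B* (-0.60, adjusted p = 0.383 in limma).

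The negative relation between tail change and expression change may rest on a single isoform, since without Cyp4p1-RA the exact permutation p was 0.221. No biological explanation was tested.

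Values of genes that report on the animals rather than on a claim were as follows. The yolk protein genes *Yp1*, *Yp2* and *Yp3*, made in females, changed by -0.03, -0.15 and -0.46 on the log2 scale (adjusted p = 0.981, 0.868 and 0.0879 in limma). The gene *white* (*w*), which many transgenes carry as an eye color marker, was at 17.6, 17.1 and 10.5 TPM in the controls and at 21.9, 25.6 and 51.7 TPM in tau, a log2 fold change of 1.02 (adjusted p = 0.349 in limma). The neuronal gene *elav* was at 2.63 TPM or less in each library, under the floor of 3 reads.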
